# A-to-I RNA editing in the rat brain is age-dependent, region-specific and sensitive to environmental stress across generations

**DOI:** 10.1186/s12864-017-4409-8

**Published:** 2018-01-08

**Authors:** Hiba Zaidan, Gokul Ramaswami, Yaela N. Golumbic, Noa Sher, Assaf Malik, Michal Barak, Dalia Galiani, Nava Dekel, Jin B. Li, Inna Gaisler-Salomon

**Keywords:** RNA editing, Stress, Transgenerational, Serotonin receptor 2C, Rat, Brain, mmPCR-seq

## Abstract

**Background:**

Adenosine-to-inosine (A-to-I) RNA editing is an epigenetic modification catalyzed by adenosine deaminases acting on RNA (ADARs), and is especially prevalent in the brain. We used the highly accurate microfluidics-based multiplex PCR sequencing (mmPCR-seq) technique to assess the effects of development and environmental stress on A-to-I editing at 146 pre-selected, conserved sites in the rat prefrontal cortex and amygdala. Furthermore, we asked whether changes in editing can be observed in offspring of stress-exposed rats. In parallel, we assessed changes in ADARs expression levels.

**Results:**

In agreement with previous studies, we found editing to be generally higher in adult compared to neonatal rat brain. At birth, editing was generally lower in prefrontal cortex than in amygdala. Stress affected editing at the serotonin receptor 2c (*Htr2c*), and editing at this site was significantly altered in offspring of rats exposed to prereproductive stress across two generations. Stress-induced changes in *Htr2c* editing measured with mmPCR-seq were comparable to changes measured with Sanger and Illumina sequencing. Developmental and stress-induced changes in *Adar* and *Adarb1* mRNA expression were observed but did not correlate with editing changes.

**Conclusions:**

Our findings indicate that mmPCR-seq can accurately detect A-to-I RNA editing in rat brain samples, and confirm previous accounts of a developmental increase in RNA editing rates. Our findings also point to stress in adolescence as an environmental factor that alters RNA editing patterns several generations forward, joining a growing body of literature describing the transgenerational effects of stress.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4409-8) contains supplementary material, which is available to authorized users.

## Background

Adenosine-to inosine (A-to-I) RNA editing is a modification of double-stranded pre-mRNA catalyzed by adenosine deaminases acting on RNA (ADAR; [1–3]. ADAR enzymes, which include the biologically active ADAR1 and ADAR2, modify a genetically encoded adenosine (A) in double-stranded RNA structures into an inosine (I), read by the cellular machinery as a guanosine (G). A-to-I RNA editing occurs at a multitude of sites on coding as well as non-coding RNA [4, 5], thereby affecting RNA properties and increasing translational diversity. While most editing sites in primates are in untranslated regions (UTRs), many editing sites in coding regions are conserved across species. Several conserved editing sites are located on genes involved in neuronal function [6–8].

Editing levels at individual sites are often developmentally regulated. For example, editing of glutamate and GABA receptors transcripts increases between early development and adulthood [8, 9]. A large-scale analysis of RNA editing changes between embryonic day 15 (E15) and postnatal day 21 (P21) indicates that this increase may occur at many sites and may be uncoupled from changes in ADAR expression [10].

A-to-I RNA editing is particularly prevalent in the brain [11–16], but is not uniform in all brain structures. For example, a high-throughput post-mortem study found higher global editing levels in the cortex compared to cerebellum, but no differences between cortical subregions [17]. In rodents, a high-throughput regional comparison of multiple editing sites is lacking, although examination of editing at individual sites, e.g., *Grik1*, *Gria2* and *Grik2* transcripts, points to baseline and learning-induced differences between hippocampal subregions [9, 18], and variability in other brain structures (e.g., cortex, thalamus and cerebellum [19, 20].

The discovery and characterization of A-to-I RNA editing sites has rapidly advanced in the past decade due to the development of high-throughput, next-generation sequencing methods [21]. Here, we used a recently developed high throughput method that couples multiplex microfluidic PCR and deep sequencing (mmPCR-seq) to measure RNA editing levels with high accuracy, even at sites where low editing levels obscure detection with other deep sequencing techniques [22, 23].

We used the mmPCR-seq method to study editing at 146 pre-selected editing sites in 70 genes in the rat prefrontal cortex (PFC) and amygdala (AMY) at birth and adulthood. Since RNA editing patterns in these regions are altered in stress-related disorders [24–28], we further asked whether exposure to stress in adolescence would affect editing at these sites. The PFC and AMY have different developmental profiles and are differentially affected by stress [29–31].

Our previous studies show that exposure to stress in adolescent female rats prior to reproduction leads to trans-generational effects on behavior, stress-related hormone levels, and cortical gene expression and neuronal morphology [32–36]. Others have shown that some environmentally induced epigenetic states can be inherited [37–39], a process that appears to be mediated by changes to RNA molecules [40, 41]. Here, we asked whether pre-reproductive stress (PRS) in adolescent female rats would impact editing levels at multiple sites in first- and second-generation offspring. We were particularly interested in the serotonin receptor 2c (*Htr2c;* [42, 43]), where editing is affected following early exposure to stress [24, 26, 28, 30, 44–49]. We used the mmPCR-seq method (see Methods and Fig. 1) as well as direct and *Htr2c*-directed next-generation sequencing (NGS; see Methods and Additional file 1: Figure S1) to assess the direct and trans-generational effects of stress on editing at this site.

**Fig. 1:**
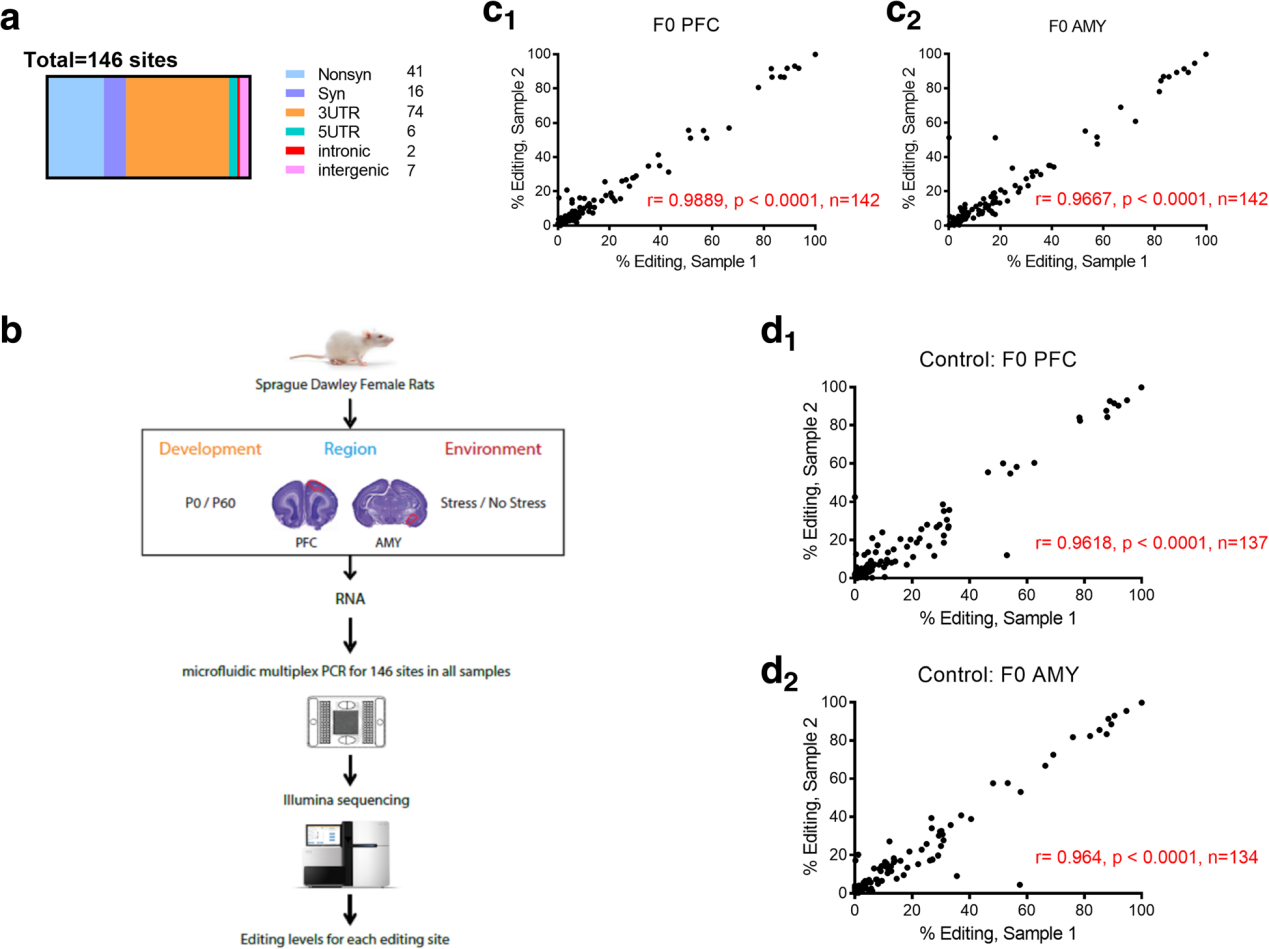
Detection of A-to-I RNA editing in the rat brain with mmPCR-seq. **a** Genomic identity of genes selected for assessment with mmPCR-seq. **b** Schematic diagram of research design and mmPCR-seq. **c** Reproducibility of RNA editing measurements in technical replicates of a control PFC **(c**_**1**_) and AMY (**c**_**2**_) sample. **d** Reproducibility of RNA editing measurements in biological replicates in rat PFC **(d**_**1**_) and AMY (**d**_**2**_)

Our findings point to developmental, regional and stress-induced differences in A-to-I editing in the rat brain, and indicate that the *Htr2c* gene may be particularly vulnerable to the effects of stress across generations.

## Results

### A-to-I RNA editing levels are higher in adult compared to neonatal rat brain

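RNA editing was measured with mmPCR-seq, in which target transcripts are amplified in multiplexed PCR pools and sequenced. The authors mapped the reads to the rat genome build rn4 and deposited, for each sample, the number of reads at each listed site, the number that carry G in place of the genomic A, and the editing level, which is the edited reads as a share of all reads. Coordinates are those of rn4. For the comparison by age, PFC or AMY samples of 5 neonatal O1-C rats (P0, offspring of control dams) were set against samples of 5 adult control females (P60). The number of reads summed over the 146 sites, where a read counts at every site it covers, ranged from 683558 to 2684327 in neonatal and from 149296 to 1454247 in adult PFC samples. In the AMY it ranged from 964927 to 2757627 in neonatal and from 210835 to 3270097 in adult samples. A site needed at least 50 reads in a sample and at least 3 such samples in each group. At 50 reads, a level of 50% has a 95% Wilson confidence interval from 36.6% to 63.4%, and the smallest level that 3 edited reads can show is 6%. The reads are PCR products without molecular identifiers, so intervals and floors cover counting error only. Each site was tested with the Mann-Whitney U test, two-sided and computed exactly over every split of the samples, and the Benjamini-Hochberg adjustment was made separately over nonsynonymous and over all other sites, as the adjusted values of Tables S3 and S5 show, at an FDR of 0.1. With 5 samples against 5, the smallest p-value of the exact test is 0.00794. All adult samples came from females, whereas the neonatal samples came from 1 female and 4 males in the PFC and from 2 females and 3 males in the AMY.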

We asked whether A-to-I RNA editing patterns were different in the PFC and AMY of neonatal (postnatal day (P) 0) vs. adult (P60) rats. In the PFC, we detected editing at 140 sites. 

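With the coverage minimum, 144 sites were measured at both ages in the PFC. At P0, 146 sites were measured in at least 3 samples and 144 of them had at least 3 edited reads in at least 3 samples; at P60, this held for 137 of 144 measured sites. At the median depth, 3 edited reads were a level of 0.0341% at P0 and 0.162% at P60. Read errors may reach such levels, so this criterion alone does not show that a site was edited. The same holds where it is used for the other brain groups. The mean level reached 1% at 75 sites at P0 and at 100 sites at P60. The median site's level was 1.13% at P0 and 3.52% at P60.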

Editing levels were significantly different in adults compared to neonate PFC in 50/140 sites; in 49/50 sites, editing in adult PFC was higher than in neonate PFC. 

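Editing differed with age at 50 of the 144 sites tested in the PFC, and all 50 were higher in adults. At 40 of them, every adult sample was above every neonatal sample. The differences among the 50 sites ranged from 0.22 to 43.3 percentage points, with a median of 10.1. Before adjustment, 47 sites had an exact p-value under 0.05, 46 of them higher in adults. The largest changes without overlap between the ages were at the Gria4 R/G site (chromosome 8, position 994881), at which editing rose from 20.8% ± 5.55 (SD, n = 5) to 64.1% ± 6.57 (SD, n = 5), and at Gabra3 (chromosome X, position 158405626), at which it rose from 48.7% ± 5.77 to 86.6% ± 2.01. The Gria3 R/G site (chromosome X, position 3477800) rose from 60.6% ± 7.46 to 94.0% ± 1.79. The adjusted p-value of each of these 3 sites was 0.0191 (exact Mann-Whitney U test). At the Ankrd28 3' UTR site at 7168464 on chromosome 16, levels were 6.42% ± 0.622 in neonates and 35.7% ± 35.8 in adults (adjusted p = 0.0372, exact test), where the adult mean was raised by 1 sample at 99.3%. Averaged over the 131 sites measured in every sample, editing was 8.70% ± 0.741 at P0 and 14.4% ± 0.389 at P60 (exact permutation p = 0.00794). When reads were pooled over the samples of a group, the number of significant sites was 76, the largest change under any alternative setting. The only neonatal female was below every adult at all 50 sites. Its library and those of the adults share a set of 48 consecutive library numbers, and the libraries of the 4 neonatal males come from another set, so library-number set and sex cannot be told apart in these samples.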

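In the AMY, 142 sites met the coverage minimum at both ages. At least 3 samples had at least 3 edited reads at 145 of the 146 sites measured at P0 and at 140 of the 142 measured at P60. A mean level of at least 1% was reached at 87 sites at P0 and at 105 sites at P60, and the median site's level was 1.55% and 5.17%, respectively.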

In the AMY, we detected editing at 141 sites. Editing levels were significantly different in adults compared to neonate AMY in 70/141 sites; in 67/70 sites, editing in adult AMY was higher than in neonate AMY (Mann-Whitney U test with a Benjamini–Hochberg multiple testing correction, False Discovery Rate (FDR) =0.1; full data in Additional file 2: Table S3**,** SI). 

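Of the 142 sites tested in the AMY, 71 differed with age, 68 of them higher and 3 lower in adults, and at 56 sites the ages did not overlap. Among the largest rises without overlap were those at Gabra3, from 60.3% ± 7.17 to 89.9% ± 2.46 (SD, n = 5 each), and at Flna (chromosome X, position 160382329), from 5.82% ± 1.56 to 34.3% ± 4.73 (adjusted p = 0.0227 for each, exact Mann-Whitney U test). The 3' UTR site of Mpeg1 (chromosome 1, position 215391800) rose from 6.14% ± 1.79 to 32.8% ± 2.13 (adjusted p = 0.0208, exact test), and the Gria4 R/G site from 37.8% ± 5.53 to 65.4% ± 4.33 with 4 adult samples above the coverage minimum (adjusted p = 0.0353, exact test). The 3 sites that fell had levels under 1% at both ages: Hist2h2ab (0.34% to 0.16%), the Son site at 31628592 (0.52% to 0.16%) and the Mgat4a site at 36387123 (0.34% to 0.15%). With a test of the mean difference in place of ranks, the Hist2h2ab and Son sites no longer passed (adjusted p = 0.128 and 0.107, exact permutation test). Averaged over the 119 sites measured in every sample, editing rose from 10.5% ± 0.342 to 15.9% ± 0.646 (exact permutation p = 0.00794). The 2 neonatal females were below every adult at 64 of the 68 sites that rose. The paper states that editing was generally higher in adulthood in both regions.

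**Figure D1:**
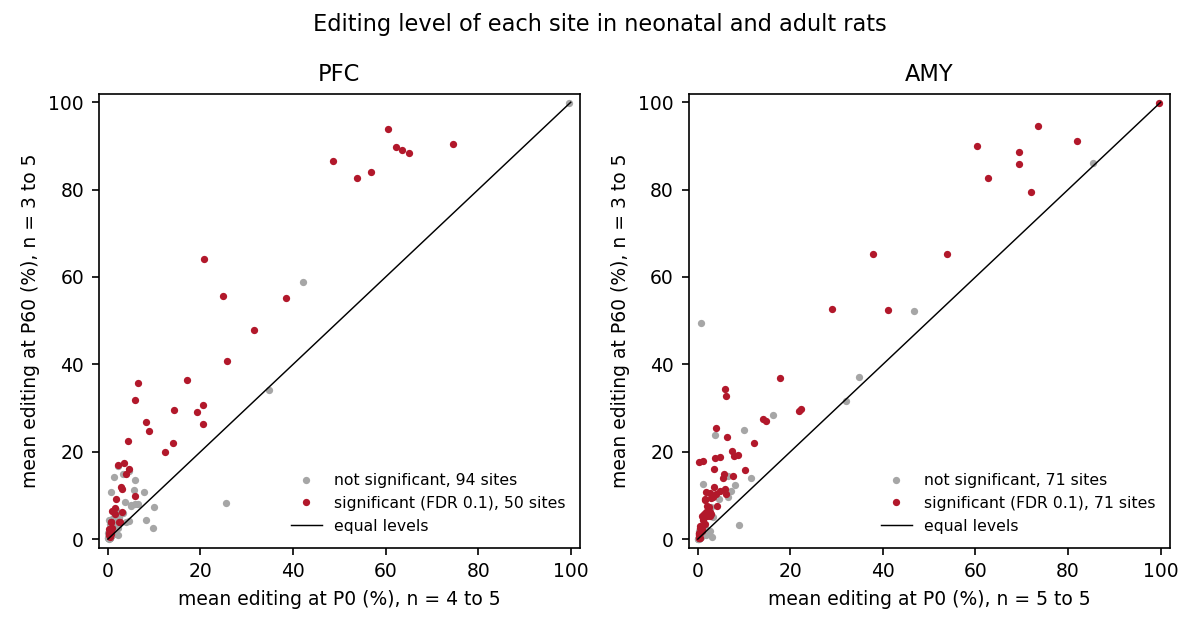
Mean editing level (%) of each tested site in adult (P60, vertical axis) against neonatal (P0, horizontal axis) rats, for the PFC (left) and the AMY (right). Each point is a site, red points passed an FDR of 0.1 (50 sites in the PFC and 71 in the AMY), and most of them lie above the line of equal levels.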

The number of sites (categorized by genomic identity) where age-dependent significant changes were found are presented in Table 1**.** As can be seen in Fig. 2a, editing levels at most non-synonymous editing sites increased between P0 and P60 in both PFC (**2a**_**1**_) and AMY **(2a**_**2**_). 

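By genomic class, 27 of 41 nonsynonymous sites (65.9%) differed with age in the PFC, against 17 of 73 sites in 3' UTRs (23.3%), 2 of 6 in 5' UTRs and 4 of 16 synonymous sites. None of the 7 intergenic sites and not the intronic site differed. In the AMY, 21 of 40 nonsynonymous sites (52.5%), 35 of 71 in 3' UTRs (49.3%), 3 of 6 in 5' UTRs, 7 of 16 synonymous sites and 5 of 7 intergenic sites differed, and neither of the 2 intronic sites did. All nonsynonymous sites that differed were higher in adults, 27 in the PFC and 21 in the AMY. The 3 sites lower in adult AMY were 2 synonymous sites and 1 in a 3' UTR.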

The mRNA expression of both *Adar* and *Adarb1* in the PFC did not differ between groups (all *p*’s > 0.1, **2b**_**1**_), while in the AMY the expression of both decreased with age (2-Way ANOVA, *Adar*, *F1,12* = 42.508, *p* = 0.00002; *Adarb1*, *F1,12 =* 16.34, *p* = 0.0016; **2b**_**2**_).

**Table 1:** Number of sites where significant changes were observed between neonatal and adult PFC and AMY

	PFC	AMY
Nonsyn	(27/41)	(21/41)
Syn	(4/16)	(6/16)
3UTR	(17/69)	(34/69)
5UTR	(2/6)	(4/6)
intronic	(0/1)	(0/2)
intergenic	(0/7)	(5/7)

**Fig. 2:**
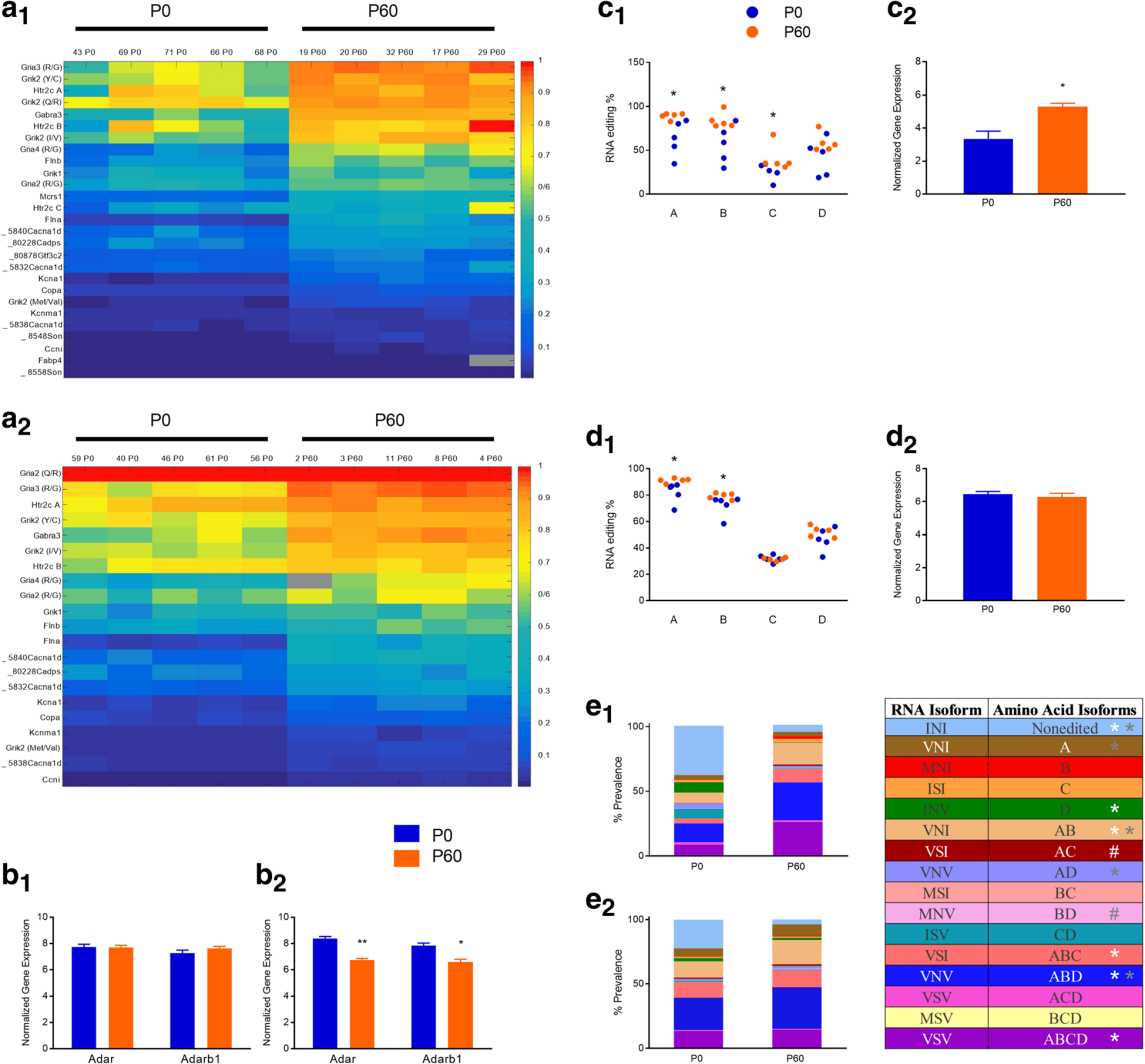
Age-dependent changes in A-to-I RNA editing and gene expression in rat brain. **a** Significant age-dependent changes in RNA editing at non-synonymous editing sites in PFC (**a**_**1**_) and AMY (**a**_**2**_). **b** Age-dependent changes in *Adar* and *Adarb1* mRNA expression in PFC (**b**_**1**_) and AMY (**b**_**2**_). **c** Age-dependent changes in *Htr2c* A-D site editing (**c**_**1**_) and mRNA expression (**c**_**2**_) in PFC. **d** Age-dependent changes in *Htr2c* A-D site editing (**d**_**1**_) and mRNA expression (**d**_**2**_) in AMY. **e** Age-dependent changes in *Htr2c* isoform prevalence in PFC (**e**_**1**_) and AMY (**e**_**2**_). Columns represent individual samples. Rows represent editing sites. *p < 0.05, **p < 0.001, # < 0.075, white, significance in PFC; gray, significance in AMY. **N’s**, RNA editing; P0 5, P60 5; Gene expression (*Adar/b1*), PFC: 12, 5; AMY: 9, 5; *Htr2c*, 11, 5; 5, 9

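The Htr2c sites lie on chromosome X of rn4: site A at 31041849 and site B at 31041847 in the isoleucine codon, site C at 31041842 in the asparagine codon and site D at 31041837 in the next isoleucine codon. A further 2 Htr2c positions, 31041841 and 31041835, are among the 33 positions that the files list outside the paper's 146 sites. In the 72 brain samples these 2 positions had a median of 9434.5 reads, and the highest level in any sample was 0.0371%. Neither is identified as site E, and whether they hold an adenosine in the transcript was not examined. Across the 5 neonatal and 5 adult control PFC samples, each of sites A to D had at least 847 reads in every sample.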

At the *Htr2c*, editing was detected at 4 out of the 5 known editing sites (A, B, C and D). We found that in PFC editing at 3 sites (A, B and C) was higher at P60 (**2c**_**1**_). 

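In the PFC, Htr2c A editing was 63.6% ± 20.1 (SD, n = 5) at P0 and 89.1% ± 3.59 (n = 5) at P60 (adjusted p = 0.0325, exact Mann-Whitney U test), B editing was 56.8% ± 21.8 and 84.0% ± 8.93 (adjusted p = 0.0844, exact test), and C editing 25.7% ± 9.59 and 40.8% ± 15.2 (adjusted p = 0.0592, exact test). D editing was 42.1% ± 21.3 and 58.9% ± 10.6, a difference within the spread of the neonatal samples (adjusted p = 0.294, exact test). At FDR 0.1 sites A, B and C pass and D does not; at FDR 0.05 only A passes, and with reads pooled over the samples of a group none passes. The adult sample with the fewest reads over all sites, control replicate 29, had the highest B, C and D levels (99.4%, 67.9% and 77.1%).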

*Htr2c* mRNA expression was also higher in adults compared with neonates (One-Way ANOVA, *F1,14* = 7.357, *p* = 0.0168; **2c**_**2**_). In the AMY, editing at the A and B sites was higher at P60 (**2d**_**1**_), but there were no differences in *Htr2c* transcript levels (**2d**_**2**_).

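In the AMY, Htr2c A editing rose from 82.0% ± 7.97 at P0 to 91.2% ± 1.70 at P60 (SD, n = 5 each; adjusted p = 0.0227, exact Mann-Whitney U test), with every adult above every neonate, and B editing from 72.0% ± 7.85 to 79.4% ± 2.37 (adjusted p = 0.0635, exact test). C editing was 32.0% ± 2.83 and 31.5% ± 1.21 (adjusted p = 0.767, exact test), and its direction changed when 1 neonatal sample was left out. D editing was 46.6% ± 8.82 and 52.3% ± 4.08 (adjusted p = 0.317, exact test). The B site no longer passed with reads pooled over the samples of a group (adjusted p = 0.106, exact permutation test).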

Each of the five adenosines within the *Htr2c* sequence that encodes amino acids 156–160 can be edited, leading to altered encoding of triplet codons and hence different isoforms of the G-protein-coupled receptor [42, 43]. Figure 2e presents developmental changes in the distribution of *Htr2c* isoforms in PFC and AMY, excluding isoforms containing the E site where editing was not detected. As can be seen, the percentage of the INI (“unedited”) *Htr2c* isoform decreased significantly with age in both PFC (**2e**_**1**_) and AMY (**2e**_**2**_). Interestingly, age-dependent changes in isoform prevalence were generally greater in PFC than in the AMY (Additional file 2: Table S4, SI).

### Different levels of A-to-I RNA editing in PFC vs. AMY at birth but not in adulthood

Since PFC and AMY have different maturation profiles, we asked whether these regions differ in their A-to-I RNA editing patterns in neonatal and adult rats. 

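The regions were compared in 7 PFC and 7 AMY samples of neonatal O2-C rats (P0), and in 5 PFC and 5 AMY samples of adult control females (P60). The P0 PFC samples came from 2 females and 5 males and the AMY samples from 1 female and 6 males. No replicate number occurs in both regions, and the labels do not show which samples came from the same animal. The samples were therefore treated as unpaired, and any pairing by animal was ignored. Reads summed over the 146 sites ranged from 1758788 to 2993830 in neonatal PFC and from 1064013 to 2763132 in neonatal AMY samples. The test and the adjustment were those used for age, and with 7 samples against 7 the smallest exact p-value is 0.000583. In the PFC, 5 of the 7 libraries belong to one set of 48 consecutive library numbers; in the AMY, 6 of 7 belong to another.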

At P0, we detected editing at all 146 sites. 

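At P0, 142 sites had at least 50 reads in at least 3 samples of each region. In the PFC, 142 sites were measured and 140 of them had at least 3 edited reads in at least 3 samples; in the AMY, 146 were measured and this held for 143. The median site's level was 1.35% in the PFC and 1.24% in the AMY.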

Editing levels at 23 editing sites were different in PFC compared to AMY; in 22/23 sites, editing was lower in PFC (Mann-Whitney U test, FDR = 0.1; see heatmap of non-synonymous site changes in Fig. 3a_1_). 

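Of the 142 sites tested at P0, 25 differed between the regions, 24 of them lower in the PFC, and 34 sites had an unadjusted exact p-value under 0.05. At 6 of the 25 sites the regions did not overlap. Gabra3 editing was 50.7% ± 1.87 (SD, n = 7) in the PFC and 61.3% ± 2.79 (n = 7) in the AMY, Grik2 Y/C (chromosome 20, position 53408958) 59.6% ± 3.07 and 68.1% ± 3.19, and Kcna1 (chromosome 4, position 163012291) 1.61% ± 0.859 and 4.57% ± 0.916 (adjusted p = 0.00777 for each, exact Mann-Whitney U test). The Mmgt1 3' UTR site at 141126031 on chromosome X was 1.40% ± 0.258 and 2.44% ± 0.341 (adjusted p = 0.0198, exact test). The only significant site with higher editing in the PFC, the 3' UTR site of Igf1 (chromosome 7, position 24605672), was 25.2% ± 6.23 in the PFC and 5.94% ± 2.52 in the AMY (adjusted p = 0.0198, exact test). Averaged over the 85 sites measured in every sample, editing was 9.59% ± 0.846 in the PFC and 11.5% ± 1.34 in the AMY (exact permutation p = 0.00408). With the labels permuted only within library-number sets, a setting chosen after the data were seen, 12 sites remained; Gabra3, Grik2 Y/C and Kcna1 passed (adjusted p = 0.0595, exact test), and Igf1 and Mmgt1 did not (adjusted p = 0.135, exact test). The paper states that editing at P0 was lower in the PFC than in the AMY.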

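In the adult control samples, 140 sites met the coverage minimum in both the PFC and the AMY. None differed at FDR 0.1, and the smallest adjusted p-value was 0.106 (exact Mann-Whitney U test). Unadjusted p-values were under 0.05 at 18 sites, 17 of them higher in the AMY. Averaged over the 114 sites measured in every sample, editing was 15.2% ± 0.429 (SD, n = 5) in the PFC and 16.3% ± 0.629 (n = 5) in the AMY (exact permutation p = 0.00794). When only sites measured in every sample were tested, 3 sites passed, and the same number passed when sites with a mean level under 1% in both regions were left out.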

At P60, we detected editing at 134/146 sites; no differences between PFC and AMY were detected at any of these sites (see Additional file 2: Table S5 in SI for full PFC and AMY data). The mRNA expression of *Adar* at P0 was lower in PFC than in AMY (2-Way ANOVA, *Adar*, *F1,19* = 4.976, *p* = 0.0379; **3a**_**2**_); there were no differences in *Adarb1* mRNA levels. At P60, mRNA expression of *Adar* was higher in PFC (2-Way ANOVA, *F1,18* = 22.136, *p* = 0.00153), while expression of *Adarb1* was higher in AMY (*F1,18* = 13.826, *p* = 0.0058; **3b**). We examined individual RNA editing and gene expression values for each sample, and asked whether they were correlated. Notably, some samples were analyzed for editing levels or gene expression, but not both (see Methods). As can be seen in Additional file 2: Table S6, there was generally no correlation between editing levels and ADARs or *Htr2c* expression levels, with the exception of the *Gabra3* site where editing levels positively correlated with *Adar* normalized expression.

**Fig. 3:**
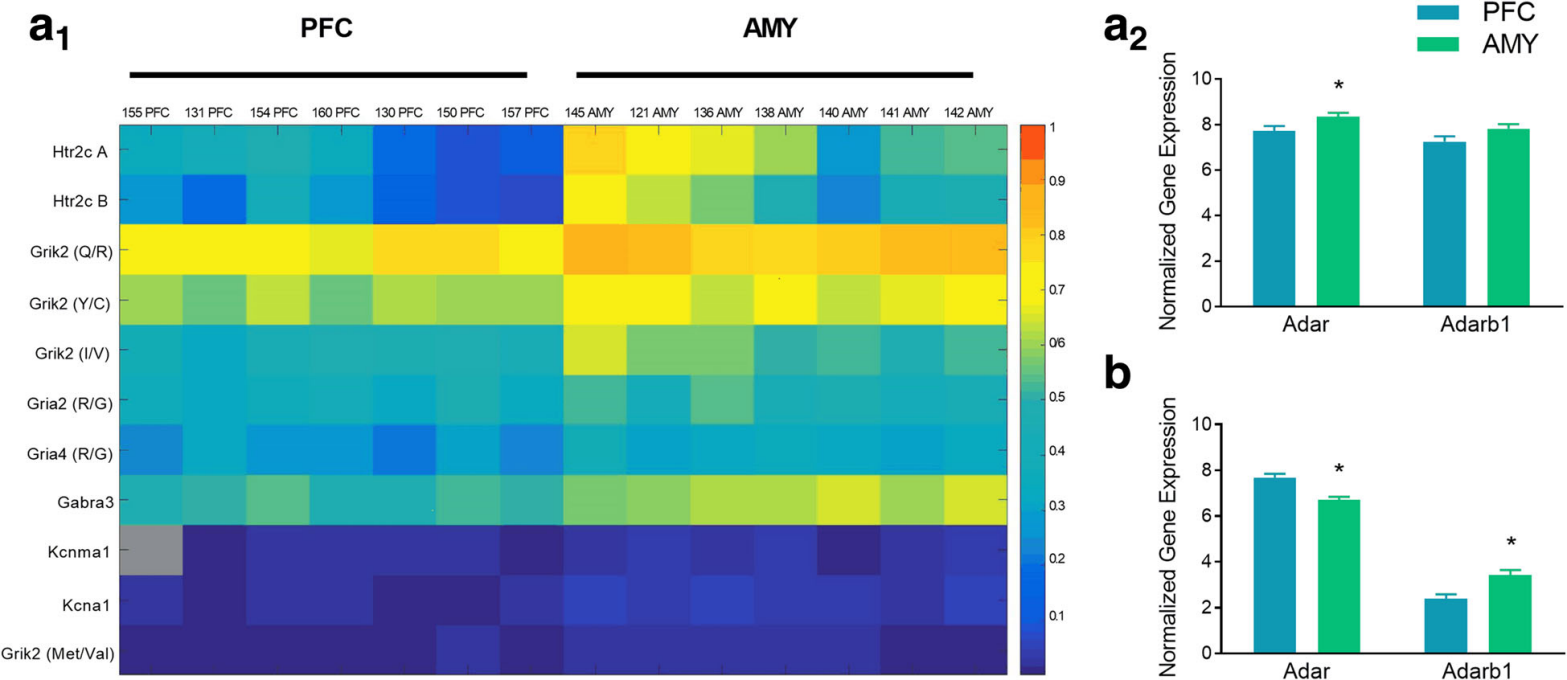
Differences in A-to-I RNA editing and ADAR mRNA expression between PFC and AMY. **a** Significant changes at non-synonymous editing sites (**a**_**1**_) and regional differences in *Adar* and *Adarb1* mRNA expression (**a**_**2**_) levels at P0). **b** regional differences in *Adar* and *Adarb1* mRNA expression at P60. Columns represent individual samples. Rows represent editing sites. *p < 0.05. **N’s**, RNA editing; P0: PFC 7, AMY 7; P60: 5, 5; Gene expression, P0: 12, 9; P60: 5, 5

*Htr2c* A and B editing was lower in PFC (Fig. 3a_1_). 

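In the neonatal O2-C samples, Htr2c A editing was 28.7% ± 14.9 (SD, n = 7) in the PFC and 58.9% ± 16.8 (n = 7) in the AMY (adjusted p = 0.0350, exact Mann-Whitney U test), and B editing was 20.5% ± 11.2 and 50.9% ± 16.0 (adjusted p = 0.0272, exact test). C editing was 20.1% ± 15.4 and 22.9% ± 7.59 (adjusted p = 0.720, exact test), and D editing 37.4% ± 23.4 and 39.7% ± 9.01 (adjusted p = 0.861, exact test). At A and B, 6 of the 7 AMY samples were above every PFC sample. Each of these samples had at least 7653 reads at every site, so the spread between samples is far wider than the counting error. With labels permuted only within library-number sets, a setting chosen after the data were seen, both sites still passed an FDR of 0.1.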

Examination of *Htr2c* isoform distribution revealed differences between PFC and AMY in prevalence of 8 isoforms at P0, but only 2 isoforms at P60 (see Additional file 2: Table S7 in SI). A one-way ANOVA revealed lower *Htr2c* mRNA expression in PFC vs. AMY at P0 (*F*_*1,18*_ = 33.068, *p* = 0.00001; Additional file 3: Figure S2A in SI), and at P60 (*F*_*1,18*_ = 9.8, *p* = 0.0140; Additional file 3: Figure S2B in SI).

### *Adar* and *Adarb1* expression levels are differentially affected by stress in PFC and AMY, but A-to-I editing patterns are largely unchanged

We asked whether an environmental manipulation, i.e., chronic mild stress in adolescent female rats [32–36], would alter RNA editing levels and mRNA expression. 

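Editing after adolescent stress was measured in adult females, in PFC samples of 5 control and 6 PRS rats and in AMY samples of 5 control and 7 PRS rats. Reads summed over the 146 sites ranged from 149296 to 1454247 in control and from 267572 to 1013946 in PRS samples of the PFC, and from 210835 to 3270097 and from 171756 to 1455755 in the AMY. All PFC libraries belong to the same set of 48 consecutive library numbers. The 146 sites and, separately, the 29 learning- and stress-related sites of Table S8 were tested with the exact two-sided Mann-Whitney U test. The smallest p-value it allows is 0.00433 in the PFC and 0.00253 in the AMY. Over all sites of the PFC, 142 were tested and 0 passed an FDR of 0.1, whereas 6 had an unadjusted p-value under 0.05, 5 of them higher after stress.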

We observed a decrease in *Adar* and *Adarb1* mRNA expression 2 weeks after stress (*Adar*, *F1,9* = 7.321, *p* = 0.0241; *Adarb1*, *F1,9* = 0.0160, *p* < 0.05; Fig. 4a_1_). 

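Among the 29 learning- and stress-related sites, 4 had an exact Mann-Whitney p-value under 0.05 in the adult PFC, all higher in PRS than in control rats. Besides Htr2c A, these were Gabra3, at 86.6% ± 2.01 (SD, n = 5) in control and 89.0% ± 0.826 (n = 6) in PRS rats (exact p = 0.00649), and the synonymous leucine sites of Gria3 (position 3477801), at 2.60% ± 0.212 and 3.33% ± 0.520 (exact p = 0.00866), and of Gria4 (position 994882), at 0.300% ± 0.245 and 0.883% ± 0.397 (exact p = 0.0238). After Benjamini-Hochberg adjustment over the 29 sites, the smallest adjusted p-value was 0.126 and none passed an FDR of 0.1. With reads pooled over the samples of a group, 2 of the 29 sites had p-values under 0.05.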

Mann-Whitney analysis with a FDR correction of multiple sites involved in neurotransmission and implicated in the stress response (29 sites in total; [50]; see genes and complete references in Additional file 2: Table S8, SI), revealed significant stress-induced changes in editing at sites coding for serotonin, glutamate and GABA receptors in PFC (**4a**_**2**_; Mann-Whitney U test, *p’s <* 0.05; see Additional file 2: Table S8, **F0** in SI for full results). 

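Htr2c A editing in the adult PFC was 89.1% ± 3.59 (SD, n = 5) in control and 93.2% ± 2.71 (SD, n = 6) in PRS rats, a difference of 4.10 percentage points (exact Mann-Whitney p = 0.0238, or 0.0952 after Benjamini-Hochberg adjustment over the 4 Htr2c sites). Of the 6 PRS samples, 5 were above every control sample. One control sample, replicate 32, lay apart from the other controls at 82.9% (95% Wilson interval 81.1% to 84.6%), and without it the exact p-value was 0.0524. B editing was 84.0% ± 8.93 in control and 81.6% ± 6.61 in PRS rats (exact p = 1), C editing 40.8% ± 15.2 and 35.4% ± 4.65 (exact p = 0.892), and D editing 58.9% ± 10.6 and 52.5% ± 8.30 (exact p = 0.429).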

At the 4 detected editing sites on the *Htr2c* gene, we found that stress led to higher editing levels at the A site in PFC (*p* = 0.027); no changes in *Htr2c* mRNA expression were found (*p* > 0.1; **4a**_**3**_**).** Examination of *Htr2c* isoforms revealed a stress-induced increase in the prevalence of a single isoform (INV) in PFC (ANOVA, *F1,8* = 6.941, *p* = 0.0299; Fig. 5d_1_) and an increase approaching significance in VNI_A_ prevalence was also found in the PFC (*F1,8* = 4.976, *p =* 0.0562).

**Fig. 4:**
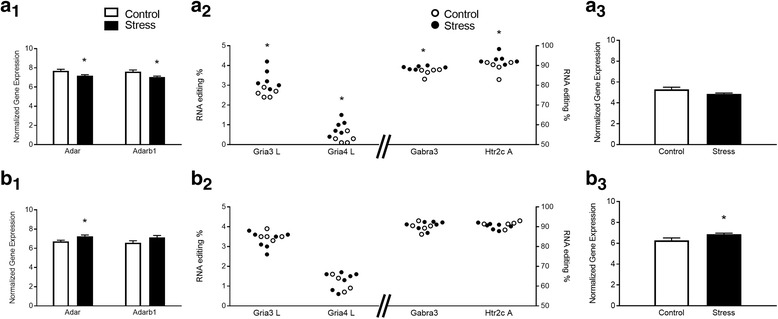
Stress-induced changes in A-to-I RNA editing and related gene expression levels in rat brain. **a** stress-induced changes in *Adar* and *Adarb1* mRNA expression (**a**_**1**_), RNA editing (**a**_**2**_) and *Htr2c* mRNA expression (**a**_**3**_) in PFC. **b** stress-induced changes in *Adar* and *Adarb1* mRNA expression (**b**_**1**_), RNA editing (**b**_**2**_) and *Htr2c* mRNA expression (**b**_**3**_) in AMY. Only significant editing changes are shown. *p < 0.05. **N’s**, PFC: C 5, Stress 6; AMY: 5, 7

**Fig. 5:**
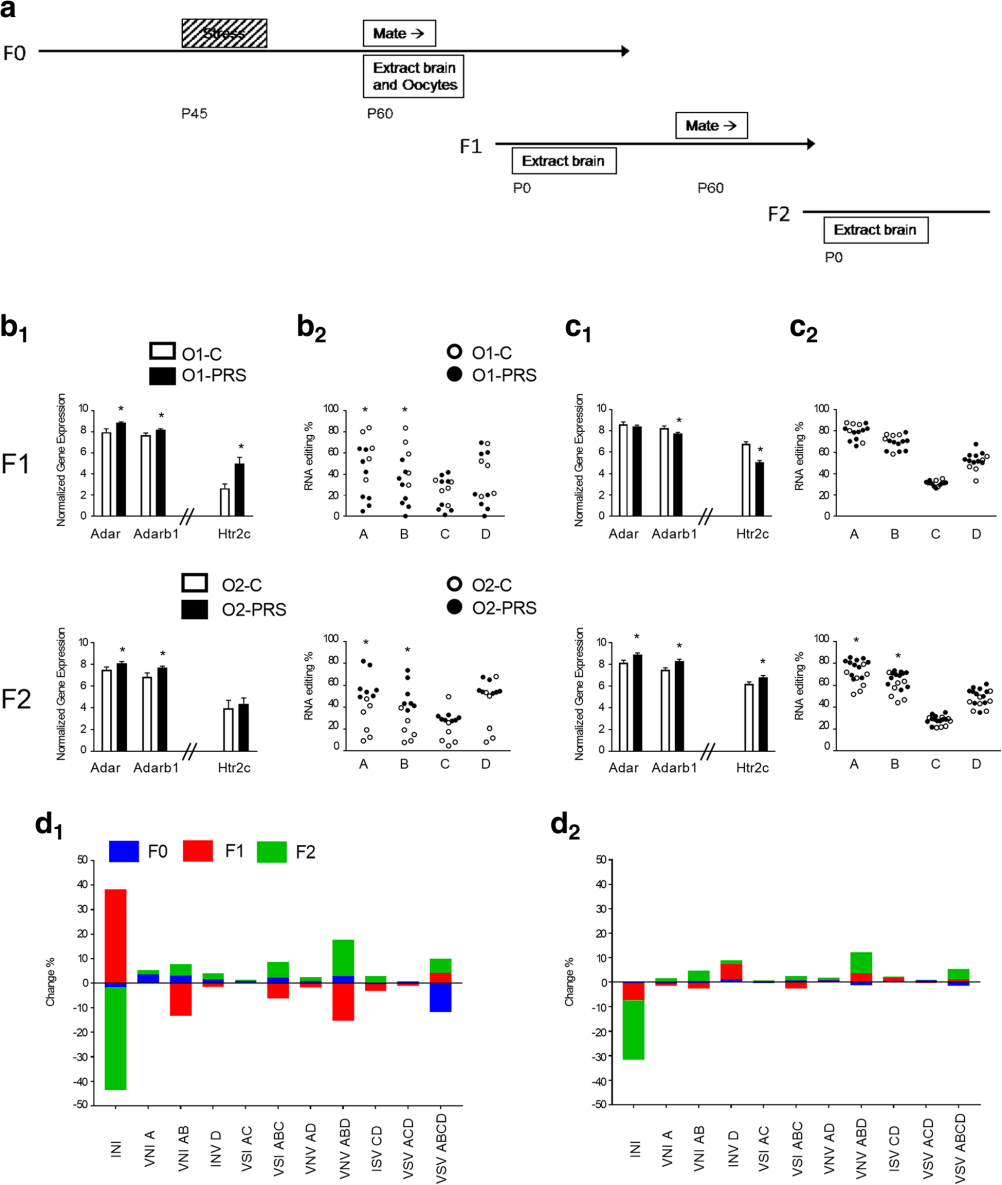
Transgenerational effects of stress on A-to-I RNA editing and related gene expression levels in the rat brain. **a** Experimental Design: Transgenerational transmission of stress effects. **b** mRNA gene expression of *Adar*, *Adarb1* and *Htr2c* (**b**_**1**_), and *Htr2c* A-D site editing (**b**_**2**_) In PFC of F1 (top row) and F2 (bottom row) offspring. **c** mRNA gene expression of *Adar*, *Adarb1* and *Htr2c* (**c**_**1**_), and RNA editing levels of 4 *Htr2c* sites (**c**_**2**_), In AMY of F1 (top row) and F2 (bottom row) offspring. **d** *Htr2c* isoform distribution changes between C and PRS (F0), O1-C and O1-PRS (F1) and O2-C and O2-PRS (F2) in PFC (**d**_**1**_) and AMY (**d**_**2**_). *p < 0.05. **N’s**, PFC: F1, O1-C 6, O1-PRS 8; F2, O2-C 6, O2-PRS 9; AMY: F1, 4, 9; F2, 5, 7

In the AMY, stress led to an increase in *Adar* mRNA (*F1,10*) = 7.776, *p* = 0.0191; Fig. 4b_1_), but no changes in editing at any of the sites detected with mmPCR-seq (all *p*’s > 0.1). 

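In the adult AMY, 142 sites were tested in 5 control and 7 PRS females and 0 passed an FDR of 0.1, the smallest adjusted p-value being 0.258 (exact Mann-Whitney U test). An unadjusted p-value under 0.05 occurred at 3 sites, 1 higher and 2 lower after stress. The median difference between PRS and control over the 142 sites was -0.0986 percentage points.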

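At the 29 learning- and stress-related sites in the AMY, no exact Mann-Whitney p-value was under 0.05, and the smallest was 0.149. With reads pooled over the samples of a group, 1 site had a p-value under 0.05, and 1 site did when a single control sample was left out.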

Applying the same analysis to the limited 29-gene set revealed no stress-induced changes (Additional file 2: Table S8). While there were no stress-induced changes in editing at the *Htr2c* (p’s > 0.1; **4b**_**2**_), mRNA expression of *Htr2c* increased (*F1,9* = 6.072, *p* = 0.0334; **4b**_**3**_).

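Htr2c A editing in the AMY was 91.2% ± 1.70 (SD, n = 5) in control and 90.3% ± 1.52 (n = 7) in PRS rats (exact Mann-Whitney p = 0.264), and B editing 79.4% ± 2.37 and 77.1% ± 1.48 (exact p = 0.149). C editing was 31.5% ± 1.21 and 30.9% ± 2.65 (exact p = 0.432), and D editing 52.3% ± 4.08 and 50.3% ± 4.30 (exact p = 0.755). Each sample had at least 904 reads at each of these sites.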

### Pre-reproductive stress (PRS) affects RNA editing and ADAR mRNA expression in first- and second-generation offspring PFC and AMY

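Editing across generations was measured in neonatal first-generation (F1) offspring, 5 O1-C and 6 O1-PRS samples in each region, and in neonatal second-generation (F2) offspring, 7 O2-C and 7 O2-PRS samples of the PFC and 7 O2-C and 6 O2-PRS samples of the AMY. For the stress comparison of F2 PFC, 1 of the 7 O2-C samples was left out, since the means of Table S8 equal those of the other 6. Reads summed over the 146 sites ranged from 149278 to 2684327 in F1 PFC, from 886678 to 2797242 in F1 AMY, from 911001 to 3274843 in F2 PFC and from 1064013 to 2763132 in F2 AMY. By the sample labels, from which sex was taken, the sexes were not spread evenly over the F2 groups. The paper's methods name only males for F2 at P0, but elsewhere state that both sexes were combined. The O2-C samples tested came from 2 females and 4 males in the PFC and from 1 female and 6 males in the AMY, and the O2-PRS samples from 5 females and 2 males and from 5 females and 1 male. Each site was tested with the exact two-sided Mann-Whitney U test, and over all sites with the adjustment used for age.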

Since stress affects editing levels [44] and PRS impacts on behavior in first- and second-generation offspring (O1-PRS and O2-PRS, respectively; [33–36], we asked whether PRS-induced A-to-I editing changes could also be observed across generations (see Fig. 5a for experimental design). As can be seen in Additional file 2: Table S8 in the SI**,** more stress-dependent changes were found in F1 and F2, compared to individuals directly exposed to stress (F0), and the largest number of stress-dependent changes was found in O2-PRS (Mann-Whitney U test, *p’s* < 0.05).

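Of the 29 sites, those with an exact Mann-Whitney p-value under 0.05 numbered 2 in F1 PFC (both lower in O1-PRS), 7 in F1 AMY (all lower), 6 in F2 PFC (5 higher and 1 lower in O2-PRS) and 5 in F2 AMY (all higher). After Benjamini-Hochberg adjustment over the 29 sites at FDR 0.1, 0 remained in F1 PFC, 4 in F1 AMY, 2 in F2 PFC and 3 in F2 AMY. The 4 sites in F1 AMY were Grik2 I/V, at 62.7% ± 2.63 (SD, n = 5) in O1-C and 53.4% ± 8.16 (n = 6) in O1-PRS, Grik2 Met/Val, at 2.72% ± 0.286 and 1.82% ± 0.412, Grik2 Q/R, at 85.3% ± 0.903 and 82.8% ± 1.41, and the Gria2 Q site, at 22.3% ± 3.80 and 17.0% ± 1.55 (adjusted p = 0.0628 for each, exact test). In F2 PFC they were Htr2c A and B, and in F2 AMY Htr2c A, Htr2c D and Kcna1, the last at 4.57% ± 0.916 (n = 7) in O2-C and 7.27% ± 1.95 (n = 6) in O2-PRS (adjusted p = 0.0113, exact test). Over all sites, 0 of 146 passed an FDR of 0.1 in F1 PFC (10 with unadjusted p under 0.05), 2 of 146 in F1 AMY (11), 2 of 142 in F2 PFC (23) and 3 of 146 in F2 AMY (9). Splitting the F2 AMY samples by sex in place of treatment gave 5 of the 29 sites, as many as the split by treatment, so sex and treatment cannot be told apart in that count. In F1 PFC the split by sex, which is also the split by library-number set, gave 4 sites.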

We next analyzed stress-induced changes in *Adar* and *Adarb1* mRNA expression across generations. In PFC**,** PRS to dams increased *Adar* and *Adarb1* mRNA expression of RNA editing enzymes in PFC of F1 (*Adar*, *F1,12* = 8.525, *p* = 0.0128; *Adarb1 F1,12* = 6.174, *p* = 0.0287) and F2 (*Adar*, *F1,13* = 4.983, *p* = 0.0438; *Adarb1*, *F1,13* = 6.015, *p* = 0.0290**)** offspring (**5b**_**1**_**)**.

Focusing on the *Htr2c,* we found increased mRNA expression in F1 (*F1,11* = 8.703, *p* = 0.0132), but not F2, offspring (**5b**_**1**_**)**. 

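In F1 PFC, Htr2c A editing was 63.6% ± 20.1 (SD, n = 5) in O1-C and 27.8% ± 24.2 (n = 6) in O1-PRS, and B editing 56.8% ± 21.8 and 21.4% ± 19.7 (exact Mann-Whitney p = 0.0303 for each, or 0.0606 adjusted over the 4 Htr2c sites). C editing was 25.7% ± 9.59 and 16.6% ± 16.7, and D editing 42.1% ± 21.3 and 28.4% ± 29.5 (exact p = 0.429 for each). In F2 PFC, A editing was 27.6% ± 16.0 (n = 6) in O2-C and 61.0% ± 13.6 (n = 7) in O2-PRS (exact p = 0.00117), with every O2-PRS sample above every O2-C sample, and B editing was 19.7% ± 12.0 and 51.1% ± 14.1 (exact p = 0.00233). C editing was 19.2% ± 16.7 and 29.6% ± 2.08 (exact p = 0.0460), and D editing 35.4% ± 25.0 and 57.6% ± 6.07 (exact p = 0.0734). The reads at site A numbered at least 344 in each F1 sample and at least 5660 in each F2 sample. Within sex, the difference at A between O2-PRS and O2-C was 33.8 percentage points among females (2 O2-C and 5 O2-PRS) and 26.9 among males (4 and 2), and with the labels permuted only within each sex the exact p-value was 0.00635 at A and 0.0190 at B. In F1, it was -21.1 among females (1 O1-C and 3 O1-PRS) and -28.8 among males (4 and 3). In the PFC, the samples of each sex in a generation share a library-number set, so the same values hold within library-number sets. The treatment effects of F1 and F2 differed by 69.2 percentage points at A (adjusted p = 0.00114, exact permutation) and 66.8 at B (adjusted p = 0.000989, exact permutation). Generation labels were permuted within each treatment, with adjustment over 8 tests. At A, the control mean itself was 63.6% in O1-C and 27.6% in O2-C, so part of the difference lies in the controls.

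**Figure D2:**
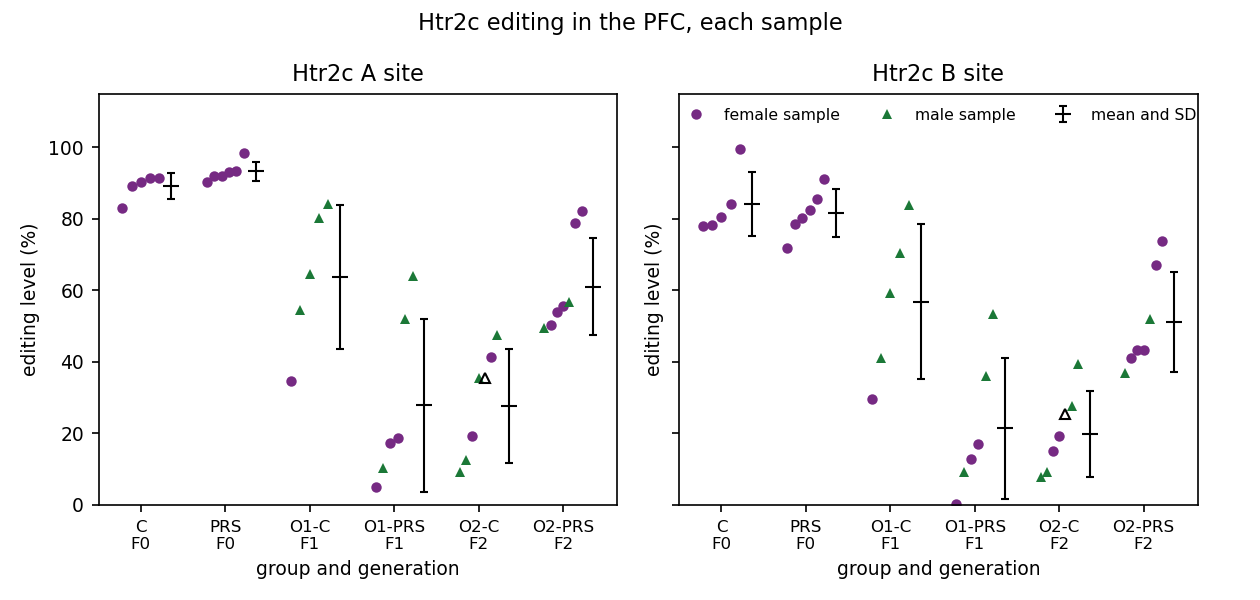
Editing level (%) of Htr2c site A (left) and site B (right) in each PFC sample, by group and generation. Circles are females and triangles males, the bars give the mean and SD of each group, and the open triangle is the O2-C sample left out of the F2 test. Site A means were 63.6% and 27.8% in F1 and 27.6% and 61.0% in F2.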

Editing at sites A and B decreased in F1 but increased in F2 (*p’s* < 0.05); In F2, increased editing at sites C and D approached significance (*p’s* < 0.075; **5b**_**2**_). 

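Between samples of the same group, the SD of Htr2c A editing in the PFC was 20.1 percentage points in O1-C and 24.2 in O1-PRS, and 14.9 in O2-C (n = 7) and 13.6 in O2-PRS. In the adult PFC it was 3.59 in control and 2.71 in PRS rats, and in the F1 AMY 7.97 in O1-C and 5.92 in O1-PRS. The SD that the read counts alone would give at site A was 0.641 percentage points in O1-C and 1.27 in O1-PRS of the PFC. In F2 AMY, the SD at site A was 16.8 in O2-C and 1.91 in O2-PRS.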

Notably, inter-animal variability in editing levels was relatively high compared to variability presented in Fig. 2 and Fig. 4, raising the concern that PFC samples were contaminated during extraction with choroid plexus (CP) tissue (where *Htr2c* expression is high but A and B site editing levels are low) [51]. We thus assessed the expression of the CP marker Coagulation factor V F5 [52] in O1-C (*n* = 5) and O1-PRS (*n* = 6) samples with both low and high A and B site editing. We found high Ct (>32) and dCt (>11.4) values for all samples, indicating that the expression of this marker was low. We found no correlations between A or B site editing and F5 expression (Pearson’s *r* = −0.485 and *r* = −0.453, respectively, NS) nor differences in F5 expression between O1-C (11.93 ± 0.189) and O1-PRS (12.257 ± 0.30) samples (t-test, *p =* 0.4).

In the AMY (Fig. 5c), PRS to dams had no effect on *Adar* but decreased *Adarb1* mRNA expression in F1 offspring (*F1,11* = 5.78, *p* = 0.0349). In F2 offspring, PRS to dams increased *Adar* (*F1,10* = 8.481, *p* = 0.0155) and *Adarb1* (*F1,10* = 6.066, *p* = 0.0335) expression (**5c**_**1**_). At the *Htr2c*, mRNA expression decreased in F1 but increased in F2 offspring of PRS dams (F1, *F1,10 =* 6.224, *p* = 0.0317, F2, *F1,10* = 5.057, *p* = 0.0408; **5c**_**1**_). 

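In F1 AMY, Htr2c A editing was 82.0% ± 7.97 (SD, n = 5) in O1-C and 74.6% ± 5.92 (n = 6) in O1-PRS, and B editing 72.0% ± 7.85 and 65.3% ± 4.97 (exact Mann-Whitney p = 0.126 for each). C editing was 32.0% ± 2.83 and 30.7% ± 2.60 (exact p = 0.628), and D editing 46.6% ± 8.82 and 56.8% ± 6.06 (exact p = 0.0823). In F2 AMY, A editing was 58.9% ± 16.8 (n = 7) in O2-C and 83% ± 1.91 (n = 6) in O2-PRS, and D editing 39.7% ± 9.01 and 55.9% ± 3.83 (exact p = 0.00117 for each), without overlap between the groups. B editing was 50.9% ± 16.0 and 71.5% ± 1.5 (exact p = 0.0140), and C editing 22.9% ± 7.59 and 31.1% ± 2.81 (exact p = 0.0309). Reads at these sites numbered at least 7653 in every F2 sample. Only 1 O2-C sample came from a female, at 72.0% for A against 80.9% to 85.6% in the 5 female O2-PRS samples, and only 1 O2-PRS sample came from a male, at 84.8% against 27.6% to 79.4% in the 6 male O2-C samples. With labels permuted only within each sex, the exact p-value was 0.0476 at A and at B, the smallest that the 42 arrangements allow. Within library-number sets it was 0.00317 at A and 0.0159 at B. The difference was 27.3 percentage points at A and 24.1 at B in the set with 6 O2-C and 4 O2-PRS samples, and 4.15 and -0.65 in the set with 1 and 2. The treatment effects of F1 and F2 differed by 31.6 percentage points at A (adjusted p = 0.00179), 27.3 at B (adjusted p = 0.00467) and 9.50 at C (adjusted p = 0.0402), and by 6.01 at D (adjusted p = 0.343), by exact permutation of the generation labels. At A, the control mean itself was 82.0% in O1-C and 58.9% in O2-C, against 74.6% in O1-PRS and 83% in O2-PRS. Part of the difference between generations therefore lies in the controls. For the AMY, the paper states that editing at A and B rose in F2 and was unchanged in F1.

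**Figure D3:**
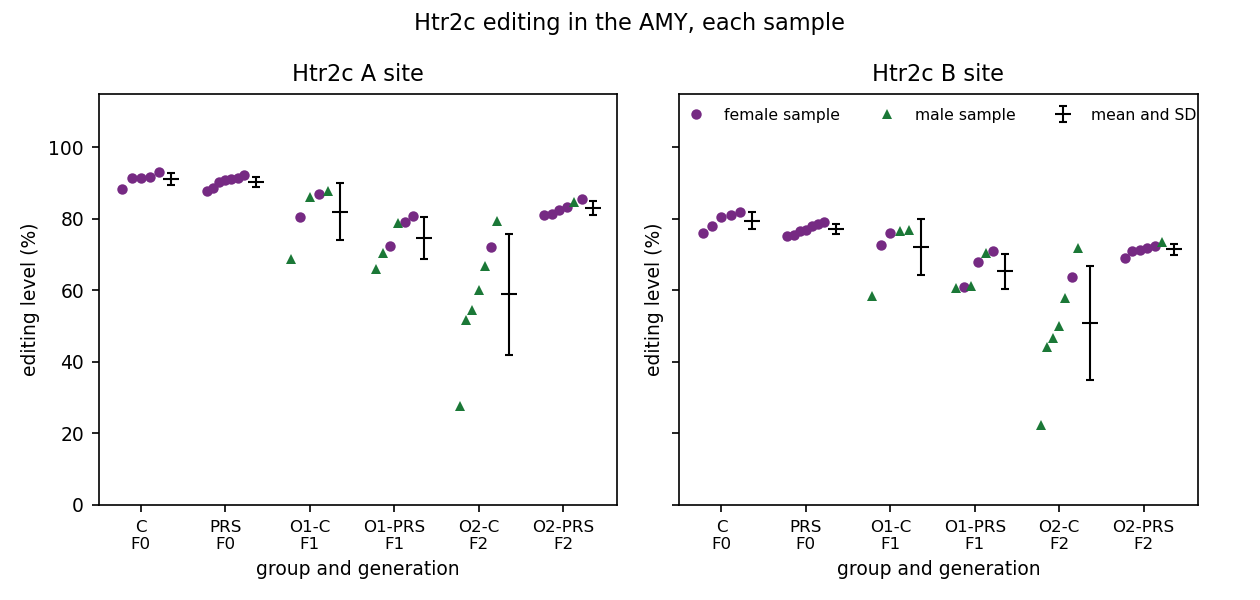
Editing level (%) of Htr2c site A (left) and site B (right) in each AMY sample, by group and generation. Circles are females and triangles males, and the bars give the mean and SD of each group. In F2, the O2-PRS samples lie between 80.9% and 85.6% at site A and the O2-C samples between 27.6% and 79.4%.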

*Htr2c* editing was unaffected by maternal PRS in F1 offspring; in F2 offspring, editing at sites A and B increased (*p’s* < 0.05; **5c**_**2**_).

As can be seen in Fig. 5d and described above, stress altered the levels of only 1 isoform in the PFC. However, in O1-PRS, the prevalence of 3 isoforms in the PFC (**5d**_**1**_; INI, *F1,10* = 8.055, *p* = 0.0176; VNV_ABD_ *F1,10* = 11.27, *p* = 0.0072; VNI_AB_ *F1,10* = 6.309, *p* = 0.0308; MSI, *F1,10* = 4.172, *p* = 0.068;) and 3 in the AMY (**5d**_**2**_; INV, *F1,10* = 5.35, *p* = 0.0432; ISV, *F1,10* = 5.824, *p* = 0.0364; VNV_AD_ *F1,10* = 5.072, *p* = 0.0480) was significantly different or approached significance compared to F1 offspring of control females (O1-C).

In F2 offspring, the prevalence of 4 isoforms in the PFC (VSV_ABCD_, *F1,10* = 4.969, *p* = 0.0499; INI, *F1,10* = 16.12, *p* = 0.0024; VNV_ABD_ F*1,10* = 13.698, *p = 0.0041*; VSI_ABC_ *F1,10* = 7.659, *p* = 0.0198) and 6 isoforms in the AMY (VSV_ABCD_, *F1,11* = 8.419, *p* = 0.0144; INI *F1,11* = 11.174, *p* = 0.0065; INV, *F1,11* = 8.008, *p* = 0.0163; VNV_ABD_ *F1,11* = 12.352, *p =* 0.0048; VNV_AD_ *F1,11* = 6.053, *p* = 0.0316; VNI_AB_ *F1,11* = 5.696, *p* = 0.0360; VNI_A_ *F1,11* = 3.948, *p* = 0.072), was significantly different or approached significance in O2-PRS compared to F2 offspring of control (O2-C) samples. Notably, the prevalence of the non-edited isoform INI decreased in both PFC and AMY in F2, whereas the prevalence of the most highly edited isoform detected, VSV (edited at sites A, B, C and D) increased in both regions.

To probe for a mechanism for transgenerational changes in RNA editing, we asked whether changes in editing are present in germline cells of stress- exposed female rats. 

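Oocyte samples came from 6 control and 7 PRS adult females. Adult age was taken from the paper, whereas the sample labels give P0 for the oocytes. Reads summed over the 146 sites ranged from 18705 to 424442 in control and from 32755 to 88691 in PRS samples, and the median site had between 1 and 47 reads in a control sample and between 2 and 29 in a PRS sample. The number of sites with at least 50 reads in a sample ranged from 13 to 71 in control and from 20 to 57 in PRS samples. The effect of stress was tested with the exact Mann-Whitney U test, and Benjamini-Hochberg values were computed over all tested sites together. The limit of 30% missing sites was not applied, as in the paper's methods.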

The same 146 editing sites were investigated; in oocytes, editing was detected at 44 sites (Additional file 2: Table S9 in SI). 

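In the 13 oocyte samples, 108 of the 146 sites had at least 50 reads in at least 1 sample, 61 in at least 3 samples, 52 in at least 4 and 43 in at least 5. Of the 61 sites, 59 had at least 3 edited reads in at least 1 of those samples and 43 in at least 3 of them. All 44 sites of Table S9 were among the 61.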

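With at least 50 reads in at least 3 control and 3 PRS oocyte samples, 36 sites could be tested for an effect of stress. None passed an FDR of 0.1 and none had an unadjusted p-value under 0.05, the smallest being 0.107 (exact Mann-Whitney U test). Of the 36 sites, 13 were higher and 23 lower in PRS oocytes. With several of these sites measured in only 3 samples per group, for which the smallest possible exact p-value is 0.10, no difference could reach an unadjusted p-value under 0.05 at those sites.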

No stress-dependent changes were detected at any of the 16 sites that passed our 3-sample criterion (see Methods). When control and stress-exposed samples were pooled together, significant changes were found between editing levels in brain regions (PFC and AMY) and oocyte samples taken from adult female rats (Additional file 4: Figure S3 in SI). 

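Control and PRS samples were pooled, giving 13 oocyte, 11 adult PFC and 12 adult AMY samples, and the 61 sites with at least 50 reads in at least 3 samples of each tissue were tested with a permutation F test (100000 resamples, Benjamini-Hochberg adjustment, FDR 0.1). Editing differed at 30 sites. It was lowest in oocytes at 26, highest in oocytes at 2 and between the brain regions at 2. At Commd2 (position 146914339), editing was 0.150% ± 0.108 (SD, n = 10) in oocytes, 24.6% ± 5.59 (n = 11) in the PFC and 21.8% ± 4.55 (n = 12) in the AMY (adjusted permutation p = 4.69e-05, from the smallest p that the resamples can give, 1e-05). At Pum2 (position 32231647), oocyte editing was higher, at 23.6% ± 6.22 (n = 11) against 10.9% ± 1.13 and 14.9% ± 1.77 (the same adjusted permutation p). At 14 sites every oocyte sample was below every brain sample, and at 1 site, the Ankrd28 site at 7168727, every oocyte sample was above (99.8% ± 0.321, n = 3). With no coverage minimum, 89 sites differed.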

No *Adar* or *Adarb1* mRNA expression was detected in oocytes (not shown).

Since our findings point to a lack of correlation between ADAR expression and editing levels, we asked whether alternative splicing of *Adarb1* is affected by stress. Alternative splicing occurs as a consequence of self-editing of *Adarb1* pre-mRNA and results in a protein that lacks the double-stranded RNA-binding motifs and catalytic deaminase domain. We analyzed whole brain samples from first-generation offspring of control and PRS female rats, and observed an increase in mRNA expression of *Adar* (*F1,18* = 10.181, *p* < =0.0050*)* as well as *Adarb1* (*F1,11* = 5.773, *p* = 0.0287; 6a), similarly to the increase we observed in F1 offspring in PFC (Fig. 5b_1_). We then examined splicing at the +47 alternative splicing site, and found a 14% significant increase in the “inactive” isoform (*F1,11* = 25.493, *p* = 0.0001; 6b).

### Comparison of 3 sequencing methods reveals similar stress-related changes in A-to-I RNA editing levels at the *Htr2c* across generations

We compared mmPCR-seq editing findings at the *Htr2c* to those obtained with Sanger direct sequencing and *Htr2c*-directed NGS. A separate cohort of rats was run in the transgenerational PRS protocol (Fig. 5a), and samples were extracted and analyzed using Sanger direct sequencing; a subset of these samples was also analyzed using *Htr2c*-directed NGS (see Methods and SI for full details). Examining editing levels at 5 sites on the *Htr2c* gene in the AMY of adult control female rats, we found that the three methods showed similar editing levels at each detectable site (the E site was not detected by mmPCR-seq; Additional file 5: Figure S4A, means and SE in Table 2). 

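In the mmPCR-seq data of the 5 adult control AMY samples, editing was 91.2% at site A (SD 1.70, SE 0.759), 79.4% at B (SD 2.37, SE 1.06), 31.5% at C (SD 1.21, SE 0.542) and 52.3% at D (SD 4.08, SE 1.83). Reads per sample at site A ranged from 1206 to 27354. The paper's Table 2 gives 91.2 for A with a standard error of 0.76. At 31041841 and 31041835, which the files list beside sites A to D, no brain sample was above 0.0371%. Neither position is identified as site E, so this level says nothing about editing at E.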

A non-parametric independent samples median test across groups revealed no technique-dependent differences between editing levels detected at each site.

**Table 2:** Means and SE of editing at *Htr2c* sites detected with three different methods

Method/site	A	B	C	D	E
Sanger (n = 6)	93.01 ± 0.63	82.84 ± 1.38	34.98 ± 1.07	58.58 ± 1.78	6.04 ± 0.42
*Htr2c* -directed NGS (*n* = 3)	87.59 ± 0.57	78.39 ± 1.64	29.76 ± 2.7	54.6 ± 0.97	4.13 ± 0.71
mmPCR-seq (n = 5)	91.2 ± 0.76	79.42 ± 1.06	31.54 ± 0.54	52.3 ± 1.83	ND

ND = not detected

The three techniques also revealed similar effects of stress on offspring: as described above (Fig. 5b_2_), the mmPCR-seq method revealed a decrease in editing in F1 offspring at sites A and B. Using Sanger direct sequencing to evaluate the effect of PRS on F1 offspring brain at birth, we found a similar decrease at sites A and B (Mann-Whitney U test*, p* < 0.05; (Additional file 5: Figure S4B_1_). Similarly, the *Htr2c*-directed NGS method revealed a decrease at sites A and B (Mann-Whitney U test*, p* < 0.05; Additional file 5: S4B_2_).

The distribution of *Htr2c* isoforms in control AMY using NGS or mmPCR-seq is presented in Additional file 5: Figure S4C. As can be seen, NGS detected some rare *Htr2c* isoforms (<1.2% expression) that were not detected with mmPCR-seq. Both techniques revealed that the most prevalent isoforms were VNV (ABD), VNI (AB), VSV (ABCD) and VSI (ABC). Thus, the three methods are comparable and yield similar results.

## Discussion

We used the mmPCR-seq method to detect A-to-I editing at 146 pre-selected sites in two regions in the rat brain. While changes in A-to-I RNA editing in the rat were previously demonstrated in cortical cultures and brain samples [50, 51, 53, 54], this is the first use of mmPCR-seq to quantify editing changes in rat brain tissue at multiple sites. For some sites (e.g., *Celf4*, *Ankrd28*), editing is demonstrated for the first time in the rat; editing levels at these sites is largely conserved with the corresponding human and mouse orthologs. Furthermore, this is the first direct comparison between mmPCR-seq and other sequencing techniques in rat (Illumina-based sequencing of the *Htr2c* and Sanger sequencing), further validating the accuracy of the mmPCR-seq technique as a high-throughput platform. Furthermore, we showed that mmPCR-seq can be used accurately across technical and biological replicates, with little inter-run and inter- animal variability in both brain regions we had examined (Fig. 1).

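The Celf4 site (3' UTR, chromosome 18, position 17348319) had mean levels from 0.1% ± 0.122 (SD, n = 5, adult control PFC) to 0.271% ± 0.0756 (n = 7, O2-PRS PFC) over the 12 groups of brain samples, with samples at 0% in 6 of the groups. Its level did not differ with age in the PFC (adjusted p = 0.262, exact Mann-Whitney U test). The files list 20 Ankrd28 sites on chromosome 16. In adult control AMY, their mean levels ranged from 0.76% at 7169214 to 23.4% at 7168481, with a median of 8.10%, and in O1-C AMY from 0.7% at 7168471 to 8.66% at 7168464, with a median of 2.16%.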

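Between biological replicates, Pearson's r across sites, which are not independent replicates, was computed for every pair of samples of a group. Its median over pairs ranged over the 12 groups of brain samples from 0.918 in O1-PRS PFC (15 pairs) to 0.986 in O2-PRS AMY (15 pairs), and its lowest value for any pair was 0.816, in O1-PRS PFC. The median SD of a site between the samples of a group ranged from 0.377 percentage points in O2-PRS PFC to 1.42 in adult control PFC. The site with the widest spread was an Htr2c site in O1-C, O1-PRS, O2-C and O2-PRS PFC. In oocytes, the median r was 0.365 in control and 0.378 in PRS samples.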

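Ranked by the rise from P0 to P60 among sites without overlap, the first 3 in the PFC were the Gria4 R/G site, by 43.3 percentage points, Gabra3, by 37.8, and the Gria3 R/G site, by 33.4, and the Ankrd28 site at 7168464 rose by 29.3. In the AMY the first 4 were Gabra3, by 29.6, Flna, by 28.4, Gria4 R/G, by 27.6, and Mpeg1, by 26.7. The Mpeg1 and Ankrd28 sites lie in 3' UTRs, and the others are nonsynonymous.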

Examining the neonatal (P0) and adult (P60) rat brain, we found that editing levels were generally higher in adulthood, in both PFC and AMY; the biggest changes in editing occurred in genes related to glutamate or GABA receptors (Additional file 2: Table S3). These data are consistent with previous studies, which examined A-to-I conversions from embryonic development through late adolescence [10, 55]. Since numerous genes undergo robust changes in expression during brain development [56, 57], changes in RNA-related processes (e.g., miRNA expression and RNA editing) along the developmental timeline could reflect the changing demands of the developing brain for post-transcriptional regulation [58]. Interestingly, ADAR enzymes are involved in regulation of aging processes [59], and alterations in A-to-I editing in the brain were observed in aging and in Alzheimer’s disease patient populations [60–62]. The investigation of temporal expression patterns in neural tissue and their regulation across the lifespan can elucidate molecular mechanisms involved in the formation, mature function and degeneration of the brain.

Previous studies examined RNA editing of individual genes in distinct brain regions [9, 18–20], but a direct comparison between PFC and AMY across multiple editing sites has not been performed. The PFC generally reaches structural and functional maturity in late adolescence, typically later than the AMY and other subcortical regions [63, 64]. Here, we found lower A-to-I editing levels in PFC compared to AMY in the neonatal brain; by adulthood, no regional differences were observed. This finding, combined with our observation of a developmental editing increase, implies that RNA editing plays a role in brain maturation and that high editing levels may differentiate mature brain areas from regions that are in the process of neural development.

Changes in *Adar* and *Adarb1* expression levels did not correlate with changes in editing levels. For example, *Adar*-mediated editing at sites A and B of the *Htr2c* gene increased between birth and adulthood, whereas *Adar* transcript levels remained unchanged (Fig. 2). Conversely, environmental stress induced an increase in *Adar* mRNA, but no change in *Htr2c* A site editing (Fig. 4). Several previous studies also found no correlation between editing activity and ADAR mRNA or protein expression levels, pointing to complex mechanisms of ADAR-mediated editing regulation and substrate-to-enzyme specificity [10, 65–68]. For example, *Adarb1* dimerization patterns [69] and recently discovered interactions between ADARs and miRNA/siRNA pathways [70, 71] can contribute to the non-linear relationship between editing rates and editing enzyme expression levels. In support of this, we found here that an increase in *Adarb1* mRNA expression in fact may reflect elevated levels of the “inactive”, self-edited isoform (Fig. 6).

**Fig. 6:**
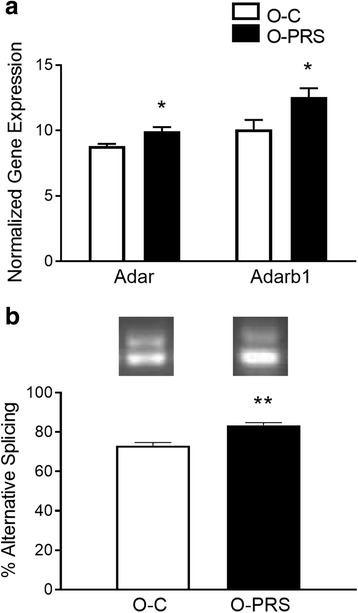
Relationship between mRNA expression and alternative splicing of *Adarb1* in rat brain. **a** mRNA expression of *Adar* and *Adarb1* in O-C and O-PRS brains. **b** Reverse Transcription-PCR of alternative splicing in *Adarb1*. Upper and lower bands represent inclusion or exclusion, respectively, of the 47 nt sequence in O-C and O-PRS brain at P0 (top). Mean *Adarb1* alternative splicing levels in O-C and O-PRS brain at P0. *p < 0.05, **p < 0.001. **N’s**, *Adar*: O-C 10, O-PRS 9; *Adarb1*: 10, 10; Splicing: 9, 9

Serotonergic signaling plays an important role in neurodevelopment [72]. *Htr2c* editing was previously detected in both PFC and AMY [25, 46, 73, 74], and editing at its 5 sites is affected by environmental stress [26, 28, 30, 44–46]. Using the mmPCR-seq method, we were able to detect editing at A, B, C and D sites, but not at the E site, on the *Htr2c* gene. Editing at the E site is observed less frequently than the other 4 sites on this gene in humans and rodents [61, 75, 76]. The absence of E site editing in the present study could be due to regional differences or to detection issues; notably, a previous study using the mmPCR-seq technique also found no editing at this site [61].

Similarly to previous studies [10, 77–79], we found higher editing levels at the A and B sites in adult PFC and AMY (site C editing was also elevated in PFC). An analysis of age-dependent changes in transcript isoform prevalence revealed a decrease in the unedited isoform (INI), and an increase prevalence of the partly edited VSV and VNV isoforms (Fig. 2), which are the two most prevalent isoforms in rat/mouse and human brain [6, 76]. Editing of the G protein-coupled *Htr2c* transcript affects constitutive receptor signaling, cell surface expression and G protein coupling efficiency [6, 42, 80]. Thus, an increase in the prevalence of ‘edited’ isoforms in the adult brain may signify altered regulation of several second messengers such as inositol trisphosphate and cAMP, leading to alterations in the dynamics of Ca^2+^ signaling [75].

Closer examination of our findings reveals high variability in A and B site editing levels in neonatal (e.g., Fig. 5b_2_) compared to adult PFC (e.g., Fig. 2c_1_). This could be due to the greater variability in cell populations (e.g., neurons vs. astrocytes, or pyramidal cells vs. interneurons) in the PFC at this early developmental stage. Since RNA editing levels can vary as a result of cell type composition [81] and since the *Htr2c* plays an important role in neurodevelopment [72], future studies should examine A and B site editing in distinct cell populations during development.

In our hands, chronic mild stress did not lead to dramatic changes in editing at most sites. A hypothesis-based analysis of editing changes in stress- and learning-related genes revealed alterations in 4 editing sites, including 2 sites where editing led to no change in amino acid sequence (‘synonymous’; *Gria3*, *Gria4*) and the *Gabra3* and *Htr2c* A sites, “non-synonymous” editing sites where editing results in amino acid replacement. Editing in *Gabra3* mRNA, coding for the alpha-3 subunit of the GABA-A receptor, leads to an isoleucine to methionine (I/M) change in the third transmembrane region. The editing event affects receptor trafficking and gating kinetics, and is developmentally regulated [8, 82–84], Additional file 2: Table S3 in present findings). Here we shown that stress affects *Gabra3* editing, presumably affecting GABA-A receptor function. Stress-induced editing changes at the *Htr2c* are consistent with previous studies [28, 44–46] and are associated with stress-related disorders [24–26, 28, 30, 45, 85]. Alterations in ADAR expression levels in PFC and AMY, as we observed following stress, were also observed in previous rodent studies and in psychopathological populations, although conflicting findings have been reported [24–28]. Notably, stress in our study was administered during adolescence, a period of particular vulnerability to negative environmental intervention [86].

We and others have shown that the effects of stress on behavior and HPA axis functionality can be transmitted across several generations [32–36, 40, 87–89]. Several studies point to opposite effects in F1 and F2 or to effects that emerge fully or are magnified in second- or third-generation offspring [16, 89–91]. Here, we found that editing levels differed between offspring of stress-exposed and control female rats at many sites in both PFC and AMY, and this difference was especially pronounced in F2.

Stress affected *Htr2c* A and B site editing in all three generations; editing decreased in F1 but increased in F2, where the most pronounced changes were observed. An examination of isoform prevalence in offspring revealed a decrease in the ‘unedited’ isoform (INI) and an increase in VNV in F1 offspring of stress-exposed rats, previously shown to exhibit an anxiogenic phenotype [36]. Decreased INI prevalence was observed in anxiety-prone strains of mice [25].

While the impact of dam-pup interactions or gestational changes cannot be ruled out, they are unlikely to account for the effects of stress on editing in subsequent generations, since stress in F0 occurred prior to reproduction and the F2 generation was generated through the paternal germline. Other studies implicate epigenetic mechanisms, particularly changes in small non-coding RNA, in the long-term, multigenerational transmission of adverse environmental interventions [16, 40, 92, 93]. Interestingly, RNA editing enzymes interact with RNA-binding proteins that control access of specific microRNAs to their mRNA targets, which may provide a mechanism for transgenerational transmission [94–96]. Such mechanisms should be carefully investigated in future studies, since they may provide new insight on mechanisms of inherited phenotypic variation and disease risk. Future studies should also examine sex differences, which were not possible to determine in the present investigation due to the small sample size.

## Conclusions

We used mmPCR-seq to accurately detect A-to-I RNA editing in the rat brain. Several novel editing sites were found, and we showed that editing in the rat brain is region-specific and sensitive to developmental processes. The footprints of stress on editing, particularly at the serotonin receptor *Htr2c*, can be detected across several generations. While it is widely accepted that environmental factors can induce epigenetic alterations, the detection of stress-induced editing changes in offspring of affected individuals can contribute to our understanding of causal factors in variability of behavioral phenotypes in psychiatric health and disease.

## Methods

### Animals

Adolescent female Sprague-Dawley rats and adult males used for mating were purchased from Envigo (Jerusalem). Housing conditions (except during the stress procedure) included wood-flake bedding, ad lib food and water, 12 h artificial lighting during the day (07-19 h), and temperature maintained at 22 ± 2oC.

Animals were randomly distributed across groups (see Experimental procedure below). The number of animals per group appears in the Figures. Rats were handled in accordance with the NIH guidelines for the Care and Use of Laboratory Animals, 8th edition [97]. The study was approved by the University of Haifa Committee on animal experimentation (294/13, 351/14, 197/10).

### Experimental procedure

#### Developmental/regional differences experiment

Male and female neonatal (P0) and female adult (P61–66) rats were sacrificed, and their PFC and AMY were extracted for mmPCR-seq and gene expression analysis (see below).

#### Stress experiment

Adolescent (P40–45) female rats were group housed (4 or 6 rats per cage) in 56x35x19cm cages. Cages were randomly divided into control (C) and PRS groups. PRS rats underwent a 7-day unpredictable stress procedure, as previously described [32–36]. Randomly-selected females from C and PRS groups were sacrificed two weeks after the end of the stress procedure (P61–66), and PFC and AMY were extracted for mmPCR-seq and gene expression analysis.

#### Transgenerational stress experiment

C and PRS females from the Stress experiment were mated with behaviorally-naïve males. Oocytes from unmated C and PRS rats were removed following hormonal treatment, as previously described [36]. F1 generation: O1-C and O1-PRS were sacrificed at P0 and their PFC and AMY were extracted for RNA editing and gene expression analysis. Pups were raised undisturbed until P30, then weaned and raised in same-sex, same-condition groups of 4–6. Adult male O1-C and O1-PRS rats were mated with naïve females. F2 generation: O2-C males and O2-PRS males were sacrificed at P0. PFC and AMY were extracted for gene expression and RNA editing analysis. To compare the effects of chronic mild stress on editing across generations, we examined PFC, AMY and oocytes from C and PRS rats, as well as PFC and AMY from F1 and F2 offspring.

#### Methodology comparison experiment

A separate cohort of adolescent female rats was subjected to the stress protocol described above. AMY was removed 24 h following the stress procedure for Sanger direct sequencing and NGS (see below). Remaining females were mated, and whole brain was removed from F1 progeny of O-C and O-PRS pups at P0, and analyzed using Sanger direct sequencing and NGS. Data from male and female offspring were pooled together in all experiments.

### Breeding

Breeding was conducted as previously described [36]. Briefly, a behaviorally naïve male rat was introduced into a cage with 2 female rats and was removed 7 days later. Female rats were returned to their home cage; pregnancy was verified by weekly weighing. Each pregnant rat was moved to a 37x30x19cm cage 7 days prior to parturition.

### Brain removal and dissection

Rats were sacrificed by decapitation and brains were removed and placed on dry ice. Brains were mounted on a cryostat and bilateral samples from PFC and AMY (see Fig. 1) from adult and neonatal rats were removed according to coordinates specified by the Rat Brain Atlas [98] or the Atlas of the Neonatal Rat Brain [99] using 1.0 or 0.5 mm punches, respectively. All samples were immediately placed on dry ice and kept at -80 °C until further processing.

### RNA extraction and cDNA preparation

RNA from oocytes and brain was extracted as previously described [35, 36]. RNA quantities were determined using a Nanodrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE) or Qubit fluorometer (Thermo Fisher Scientific, Waltham, MA). The 260:280 nm absorbance ratio was measured to assess RNA quality; samples were excluded if the ratio was outside the range of 1.7–2.0, or if RNA concentration was too low. RNA quality was verified in 12 randomly-selected samples using the Bioanalyzer TapeStation 2200 (Agilent Technologies Inc., Santa Clara, CA, USA); The RNA integrity Number (RIN) of all samples was >8. PureLink®RNA Mini Kit (Ambion) was used to further purify some of these samples. cDNA was prepared using iScript™ Advanced cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA) or High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA or Quanta Bioscience, Manchester, UK). cDNA used in the mmPCR-seq experiment were purified with Agencourt® AMPure® XP beads (Beckman Coulter, Brea, CA, USA) and concentrated using SpeedVac.

### Editing site selection for mmPCR-seq

Since there is no rat-specific data on the RADAR database (v.2; http://rnaedit.com/), which stands as a comprehensive collection of rigorously annotated RNA editing sites [100], we selected editing sites by comparing sites that are conserved between mouse and rat, lifting over all of the known mouse editing sites onto the rat genome (rn4, Nov. 2004, Baylor HGSC v. 3.4). Using this method, 964 conserved editing sites were identified. We excluded 757 sites that are fully intergenic or intronic. Finally, we compared our selected sites against published rat RNA-seq [101] and the UCSC browser annotations in silico, and filtered low coverage sites (<1%), as well as sites where primer design was challenging due to gene size. Of the 177 editing sites we tested, we detected editing at 146 sites (Fig. 1a; (see Additional file 2: Table S1 in SI for the list of sites where editing was detected)).

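Besides the 146 sites at which the paper reports editing, the files list 33 other positions. Of the 33, 19 had no read in any sample, and 7 reached 50 reads in at least 1 sample. Among the 7 were 2 Htr2c positions without editing above 0.0371% and positions in Igfbp7, Ik and Pdcd7 and 1 between genes.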

### Primer preparation and mmPCR-seq

We quantified A-to-I RNA editing using a technique that combines mmPCR with deep sequencing, as previously described [22, 23]; see Fig. 1b). Briefly, we designed 48 pools of 2–3 plex multiplex PCR primers (see Additional file 2: Table S2) to amplify 146 sites; some primer sets amplified more than a single editing locus. The sizes of the amplicons ranged from 150 to 350 bp. We loaded cDNA and primer pools into the 48.48 Access Array IFC (Fluidigm) and performed target amplification as previously described [22, 23]. PCR products of each sample were then subjected to a 15-cycle barcode PCR and pooled together. All pools were combined at equal volumes and purified via Agencourt® AMPure® XP beads. The library was sequenced using NextSeq 500 (Illumina, USA) with 76 bp paired-end reads.

Paired-end reads were combined and mapped onto the genome (rn4) using BWA samse allowing 9 mismatches per read [102]. We aligned the sequencing reads to a combination of the reference genome and 70 bp exonic sequences surrounding known splicing junctions from available gene models (obtained from the UCSC genome browser). We quantified editing levels by dividing the fraction of reads containing a ‘G’ nucleotide by the total reads at each editing site. Only sites covered by ⩾50 mmPCR-seq reads were included. We analyzed two technical replicates for some of the samples to verify concordance between runs; as can be seen in Fig. 1c, there was a highly significant, positive correlation between editing levels in technical replicates taken from the same PFC or AMY sample. The correlation between biological replicates (2 control PFC or AMY samples) was also high and significant (Fig. 1d). For each comparison, we excluded editing sites that had less than 3 biological replicates, and samples where >30% of editing sites were missing (except in the oocytes data). The raw sequencing data is deposited in the Sequence Read Archive (GEO accession number GSE99214). Custom scripts used to process data are available upon request.

### Cluster analysis of *Htr2c* isoforms from mmPCR-seq data

A-to-I RNA editing of the *Htr2c* gene (*Rattus norvegicus* 5-hydroxytryptamine serotonin receptor 2C) occurs at 5 sites (A through E) and can result in 32 mRNA variants that translate to 24 protein isoforms. We performed editing cluster analysis as previously described [61]. Briefly, we aligned the reads with samtools mpileup (v0.1.18; s [102]), to get the sequence information per genomic location, keeping the data of the original reads. Using an in-house computer program, we were able to find the editing sites in the *Htr2c* cluster in each read. We used only reads that included all cluster editing sites. For each sample we summed the different combinations of actual editing locations, and found the percentage from the total number of reads that covered all the locations for each isoform. Isoforms that include the E site were not included in the calculations, since editing was not detected at this site.

### Library preparation for sanger direct sequencing

The PCR amplifications were performed in a volume of 25 μL containing 10 μL ReddyMix (Thermo Scientific, UK), 1 μL forward primer (10 μM) 5′AGATATTTGTGCCCCGTCTG3′, 1 μL reverse primer (10 μM) 5′CTGAAACTCCTATTGATATTGCCC3′, 6 μL ultrapure H2O and 2 μL cDNA from each sample. Amplification was carried out in a thermocycler T professional Basic Gradient (Biometra) with the following program: 5 min at 94 °C, followed of 40 cycles of amplification of 30 s at 94 °C, 30 s at 56 °C and 30 s at 72 °C, and a final extension step of 5 min at 72 °C. The PCR products were then purified with the Wizard SV Gel and PCR Clean-Up System (Promega, Madison, WI, US) and purified products were sent to Hy Laboratories (Rehovot, Israel) for direct PCR sequencing using the reverse primer. Automated sequencing was carried out using BigDye terminator v1.1 Cycle Sequencing Kit (Applied Biosystems, Inc.). The percentage of edited mRNA molecules in a pool of specific *Htr2c* mRNAs was determined as previously described [60, 103] by calculating the peak area of the edited nucleotide (G) versus the sum of G and A peak areas at each editing site using ABI PRISM 3730 DNA analyzer v. 5.2 (Applied Biosystems, Foster City, CA).

### *Htr2c*-directed NGS

Pilot studies revealed that a 1-step PCR process, where the forward primer consisted of the adaptor sequence followed by a full complementary Read1 sequence, a barcode and a gene-specific sequence, resulted in an inefficient reaction and product that was low in yield and quality, possibly as a result of primer self-dimerization.

A randomly-selected subset of samples sequenced using the Sanger direct sequencing method were also sequenced using a 2-step *Htr2c*-directed NGS technique, which we adapted from [50] and modified according to techniques described by [104, 105] in order to optimize the efficiency of the reaction and the yield and quality of the product (see Additional file 1: Figure S1 for description of Illumina-based NGS), as detailed below.

### Primer design for *Htr2c-*NGS

Two sets of primers were designed for a two-step PCR reaction (Additional file 2: Table S2). Primers were designed to flank the 125-bp sequence containing the 5 editing sites in the *Htr2c* gene, and therefore detect all possible isoforms resulting from editing at the *Htr2c* gene.

The forward primer of the first PCR step (F1) included a 20 bp sequence that partially complements the Illumina Read1 Sequencing primers, followed by a 6 nt sample-specific barcode and a 20 bp gene-specific sequence. The complementary 26 bp reverse primer (R1) was comprised of a gene-specific sequence designed to span exon 5 and 6, and detect the spliced variant RNA2 but not the inactive alternative spliced RNA3 variant.

The second PCR step was designed in order to attach the Illumina adaptor sequences that bind to the Illumina flow cell. The forward primer (F2) is a TruSeq Universal Adapter, as used by [50], and consisted of the 20 bp adaptor TruSeqv3 flow cell binding sequence followed by the 5 bp linker (a key between the adaptor and the forward primer), and the full 33 bp Read1 complementary sequence. The reverse Primer (R2) included the 22 bp reverse flow cell adaptor followed by a 12 bp universal primer [50] and the 26 bp reverse primer R1.

### *Htr2c* library preparation and NGS

For Step 1, cDNA from 14 samples was amplified using the F1 and R1 primers with Phusion High-Fidelity DNA Polymerase (New England Bio Labs) in 25 μl reactions (0.25 μl Phusion DNA polymerase, 5 μl 5× Phusion HF buffer, 2 μl cDNA, 200 μM dNTPs (Applied Biosystems, Foster City, CA) and 500 nM of each primer). The PCR amplification protocol was 98 °C for 30 s, followed by 35 cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 30 s and a final extension step of 72 °C for 2 min. Amplicons were purified with Agencourt AMPure XP beads (pilot studies revealed that the optimal product: beads ratio was 1:1.8) and a final elution was performed with 20 μl water. 5 μl of the purified product was run on a 1% agarose gel to ensure the presence of the desired 151 bp band. Sample concentrations and quality were analyzed by nanodrop or Qubit fluorometer. Twenty-five ng from 6 or 8 samples were pooled together. For Step2 PCR, the pooled cDNA amplicons (150 or 200 ng) were added to 4 μl Phusion DNA polymerase, 20 μl 5× Phusion HF buffer, 200 μM dNTPs and 500 nM of each F2 and R2 primer, in a 100 μL reaction. Amplification was performed using an identical PCR amplification protocol to the Step1 program, and was run for only 8 cycles. Amplicons were purified again with Agencourt AMPure XP beads, with a product: beads ratio of 1:1 with a final elution of 40 μl ddH2O. Five μl of the purified product were run on a 1% agarose gel to ensure the presence of a single 223 bp band. Samples were pooled together with equimolar concentrations (100 ng from each 8-sample pool and 75 ng from the 6-sample pool) and subjected to 50 bp single end sequencing with the Illumina HiSeq2000 (Illumina, San Diego, CA, USA) at the Technion Genome Center.

### Analysis of *Htr2c*-NGS data

Samples barcoded and pooled for sequencing were demultiplexed using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). To reduce the proportion of base-call errors at editing sites, only reads having quality scores >20 (phred scale) at >80% of the sites were kept.

Fastq reads were aligned and mapped to the 32 variant reference sequences using Bowtie2/TopHat2 [106, 107]. The counts of read-sequences mapped to each variant, and the properties of each alignment, were retrieved using scripts based on Pysam module (http://code.google.com/p/pysam/). Another method of mapping that counted and estimated proportions of A/G/T/C nucleotides (nucleotide pileup) at each edited site separately was used. Fastq reads were mapped using REDItoolDenovo (REDItools toolkit; [108]), against a single reference sequence in which the 5 edited sites of *Htr2c* contained N nucleotide, and allowing <=6 mismatches in the alignment. The two independent methods had high similarity which indicates that the results are technically reliable.

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed as previously described [36]. Some of the samples used for RNA editing assessment (mmPCR-seq or *Htr2c*-NGS) were also assessed for mRNA expression of RNA editing enzymes and *Htr2c*. In some cases, additional samples were added for qRT-PCR analysis, since RNA quantities were insufficient for both RNA editing and gene expression studies. **Primers** (see Additional file 2: Table S2) for all genes except for F5 (see below) were designed using *Primer3* [109] software, and synthesized by Integrated DNA Technologies (Coralville, IA). Primer suitability was determined using standard curve analysis, melting curve analysis, and linearity at threshold [110, 111]. Data analysis is performed on dCt/ relative to the housekeeping gene hypoxanthine phosphoribosyl transferase (HPRT). In figures, data is represented as normalized gene expression (10-dCt). F5 was detected using a FAM-labeled Taqman probe and primer set (Applied Biosystems, CA, USA; assay ID Rn01483178_m1) and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (assay ID Rn99999916_s1) as an internal control.

### Analysis of *Adarb1* alternative splicing

As a measure of *Adarb1* activity, we assessed the levels of self-editing-dependent alternative splicing at intron 4 of the *Adarb1* transcript [112, 113] as described [18]. RT-PCR was run using intron-spanning primers that detect the 103 bp unedited (spliced) active isoform or the 150 bp edited (alternately spliced, +47 nt) inactive isoform. Amplicons were run on 1% agarose gel and band peaks intensities were measured with imageJ [114]. Percent alternative splicing was calculated by dividing the upper band (+47 nt) intensity of each sample by the total intensity of both bands.

### Statistical analyses

Data were analyzed with SPSS 20 Statistics software (IBM, Chicago, Illinois) and R package version 3.2.5. Heatmaps were made using Matlab (MathWorks, Natick, MA). In the global editing experiment, a nonparametric Mann-Whitney U test with Benjamini–Hochberg multiple testing correction was used, with FDR =0.1 [61]. We used specifically constructed R package scripts (available upon request). For the *Htr2c* experiment and gene expression, splicing data and isoforms distribution analysis of variance (ANOVA), multivariate analysis of variance (MANOVA), LSD for post-hoc, independent samples median test were used. Significance level was set at *p* < .05. Results that approach significance were defined as .05 ≤ *p* ≤ .075. For the specific *Htr2c* sites Mann-Whitney U test was used. The Pearson test was used to estimate covariance between parameters.

## Additional files

Additional file 1: Figure S1. A Flow chart of sample preparation using the Illumina-based *Htr2c*-direcetd NGS.

Additional file 2: Table S1. RNA editing sites detected with mmPCR-seq. **Table S2**. Primer sequences used for mmPCR-seq, Real-Time PCR and *Htr2c*-directed NGS. **Table S3**. % RNA editing in PFC and AMY of neonatal (P0) vs. adult (P60) rats. **Table S4**. Age-dependent changes in *Htr2c* isoform prevalence in PFC and AMY. **Table S5**. % RNA editing in neonatal (P0) and adult (P60) PFC vs. AMY. **Table S6**. *Htr2c* and ADARs correlations with significant non-synonymous editing sites. **Table S7**. Changes in *Htr2c* isoform prevalence in PFC vs. AMY at P0 and P60. **Table S8**. The effects of PRS on RNA editing at learning- and stress-related genes in F0, F1 and F2. **Table S9**. Statistical analysis of editing differences between oocytes, PFC and AMY.

Additional file 3: Figure S2. *Htr2c* mRNA expression in PFC vs. AMY at P0 (**A**) and P60 (**B**). *p < 0.05, **p < 0.001. **N’s**, P0: PFC 11, AMY 9; P60: 5, 5.

Additional file 4: Figure S3. A-to-I RNA editing in oocytes, AMY and PFC of adult female rats. Editing sites where % editing are high are presented in the top part of the figure; sites where % editing are low (0–4%) are presented in the bottom part. **N’s**, PFC, 11, AMY 12, Oocytes 5–12.

Additional file 5: Figure S4. Comparison of different methods assessing A-to-I editing levels at the *Htr2c*. (**A**) Editing levels at the 5 sites on the *Htr2c* gene detected with mmPCR, *Htr2c*-directed NGS and Sanger direct sequencing. (**B**) Changes in *Htr2c* RNA editing detected in F1 offspring of control (O-C) and stress-exposed (O-PRS) neonatal rat brain, detected using the Sanger direct sequencing method (**B**_**1**_) and *Htr2c*-directed NGS (**B**_**2**_). (**C**) Comparison of *Htr2c*-directed NGS and mmPCR-seq to detect the distribution of *Htr2c* isoforms in the AMY of control adult female rats. * *p* < 0.05. **N’s**, (**A**): Sanger 6, NGS 3, mmPCR-seq 5; Sanger: O-C 17, O-PRS 18; NGS: 5, 6.

# Supplementary material for: A-to-I RNA editing in the rat brain is age-dependent, region-specific and sensitive to environmental stress across generations
**Source:** BMC Genomics. 2018 Jan 8;19:28. doi: 10.1186/s12864-017-4409-8
**Supplement:** Supplementary file 1 — A Flow chart of sample preparation using the Illumina-based Htr2c-direcetd NGS.

Fig S1

### Step 1 PCR with specific gene

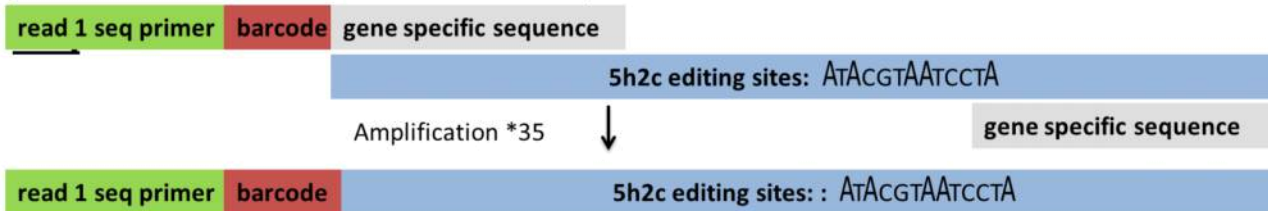

Gel separation+ purification+ pool samples

### Step 2 PCR

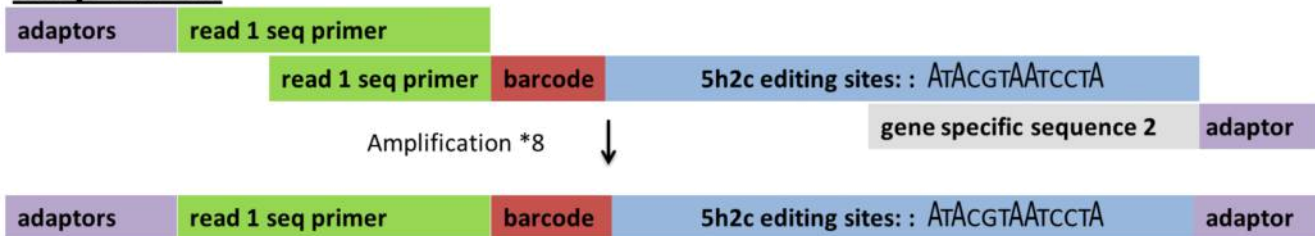

Gel separation+ purification

→ Illumina Seq

How the deposited data were processed for this re-analysis (not part of the article)

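RNA editing was measured by mmPCR-seq in 72 brain samples (PFC and AMY of adult rats and of neonatal offspring of 2 generations) and in 13 oocyte samples, 85 files in all. The authors combined paired-end reads, mapped them with BWA samse, allowing 9 mismatches per read, to the rat genome build rn4 together with exonic sequences around known splice junctions, and counted the reads at 179 listed sites. The deposited files give counts, the number of reads at each site and the number of them with G, and the editing level as a fraction, edited reads divided by reads, rounded to 3 decimals. Levels are given here as a percent of the reads, from the deposited fraction. The authors' minimum of 50 reads per site is not applied in the files and was applied here.

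The 146 sites of the paper were used, and the other 33 listed sites only to look for signal outside them. A site entered a comparison with at least 50 reads in at least 3 samples of each group. The sum of reads over the 146 sites, where a read counts at every site it covers, had medians from 320075 (adult control PFC) to 2524855 (O1-PRS AMY) in the brain groups, and of 181228 and 56246 in control and PRS oocytes. At 50 reads and a level of 50%, the 95% Wilson interval runs from 36.6% to 63.4%.

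Samples were grouped by region, generation and treatment from their labels. Each site was tested with a two-sided Mann-Whitney U test computed exactly over every split of the samples, with mid-ranks for ties. Benjamini-Hochberg values were computed separately over nonsynonymous and over all other sites, except in oocytes, where all tested sites were adjusted together, and the FDR was 0.1. For the 29 sites of Table S8 and for the Htr2c sites, p-values under 0.05 were counted as in the paper, with adjusted values beside them. Mean editing over the sites measured in every sample, and differences between effects, were tested by exact permutation. Oocytes, PFC and AMY were compared by a permutation F test with 100000 resamples and a fixed seed. The sites named in the text were chosen from those that the paper names and, for each comparison, the 5 significant sites with the largest difference in means whose groups do not overlap, with every significant site that changed against the majority. This rule and the tests were set before the data were examined.

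The steps were tested on simulated data, 146 sites in 5 samples against 5 with 40 sites changed by 15 percentage points. Over 20 simulations, 97.75% of the changed sites were called, 2.09% of the calls were false, and 0 sites were called without a change. The simulation used 1 fixed setting for the spread between samples, whereas the SD of Htr2c A in neonatal PFC groups ranged from 13.6 to 24.2 percentage points. The median significant difference was 7.38 points for age in the AMY and 1.66 for regions at P0. The share called does not carry over to such differences or to sites with a wide spread.

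The alternatives tried were R's default form of the Mann-Whitney test, a permutation test of means, reads pooled over the samples of a group, adjustment over all sites together, FDR 0.05, minimums of 200 reads or none, sites measured in every sample, sites with a mean level of at least 1%, other sets of samples, labels permuted within sex or within sets of 48 consecutive library numbers, the logit scale with levels held between 0.1% and 99.9%, and each sample left out in turn. In the F2 PFC stress comparison, 1 O2-C sample was left out, because the means of Table S8 leave it out. This sample has under 50 reads at 35.6% of the 146 sites, over the limit of 30% at which the paper removed samples. It was kept in the comparison of regions at P0, where the paper lists it, and there it limits the sites measured in every sample. Without it, 23 sites differed between regions at P0, against 25. No other sample was left out. Isoform shares, expression, splicing and the Sanger sequencing and other comparisons of methods were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.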

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

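The tests of counting error, sample-wide editing, sex, library-number set and read errors in this part were chosen only after the results were seen.

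A sample lay far from the rest of its group in 9 of 97 groups of values, where about 4.85 are expected by chance. In O1-C AMY, replicate 59 had 58.3% Htr2c B editing, against 72.6% or more in the others. In O2-C AMY, replicate 140 had 7.8% Htr2c C editing, and replicate 121 had 0.4% at Gria4 L, against 0.1% in each of the others. Among adult control PFC samples, replicate 32 had 82.9% Htr2c A editing, and replicate 29, the sample with the fewest reads of its group, had 99.4%, 67.9% and 77.1% at Htr2c B, C and D. The bounds of the 95% Wilson intervals nearest to the other samples were 59.1%, 8.30%, 0.269%, 84.6%, 98.7%, 64.8% and 74.1% in that order, so none of these values reaches the others by counting error. The interval does not cover the loss of molecules before PCR, which was not tested.

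Counted from the outlying side, mean editing over the other nonsynonymous sites ranked 3 of 5 for replicate 59, 2 of 7 for replicate 140, 3 of 7 for replicate 121, and 5 of 5 for replicates 32 and 29 (5 at each of the 3 sites of replicate 29). A sample-wide shift in editing toward the outlying side is therefore not seen, except for replicate 140, which cannot be told apart from one. RNA quality was not analysed here. The paper checked it by absorbance ratio, and by integrity number in some samples, but the article prints no values for these replicates. Replicates 29 and 121 had the fewest reads of their groups, and replicate 29 was the lowest of its group in mean editing over those other sites, so low RNA input or quality cannot be excluded for them. No biological explanation was tested. Sex varies within the neonatal groups, and replicate 121 was the only female among the 7 O2-C AMY samples. Sex therefore cannot be excluded for its Gria4 L value. In oocytes, mean editing over the sites measured in every sample was 6.4% in control replicate 166 (4 sites) and 0.9% in PRS replicate 170 (3 sites), above the others of the group; with so few sites, no explanation was tested.

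The difference between PRS and control offspring changed between generations, and the controls themselves changed. At Htr2c A, the O1-C and O2-C means were 63.6% and 27.6% in the PFC and 82.0% and 58.9% in the AMY. The O1-PRS and O2-PRS means were 27.8% and 61.0% in the PFC and 74.6% and 83% in the AMY. The tests below do not separate a shift of the controls from a change in the effect of stress. At Htr2c A and B, the F2 effect minus the F1 effect was 69.2 and 66.8 percentage points in the PFC (adjusted p = 0.00114 and 0.000989, exact permutation) and 31.6 and 27.3 in the AMY (adjusted p = 0.00179 and 0.00467, exact permutation), and at Htr2c C in the AMY it was 9.50 (adjusted p = 0.0402, exact permutation). With generation permuted only within each sex, the exact p-values were 0.000323, 0.000153, 0.00230, 0.00512 and 0.0899 in that order. Unequal numbers of females and males therefore do not account for the first 4, and the difference at C cannot be told apart from them. The generations also come from different library-number sets, at least in part, which cannot be separated from generation in the PFC.

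The F2 effect itself was tested within strata. In the PFC, exact p-values were 0.00635 at A and 0.0190 at B within sex, and 0.00635 and 0.0190 within library-number sets, since these coincide. In the AMY they were 0.0476 at both sites within sex, the smallest that 42 arrangements allow, and 0.00317 at A and 0.0159 at B within library-number sets, where the difference at B was -0.65 percentage points in the smaller set (1 O2-C and 2 O2-PRS samples). An effect of ancestral stress on F2 editing at these sites may thus remain as a hypothesis; litters were not analysed here.

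The rise with age differed between regions at 1 of 140 sites, Grik2 Q/R, by 15.06 percentage points (15.8 in the PFC and 0.72 in the AMY; adjusted p = 0.00441, exact permutation), and 17 sites had an unadjusted p-value under 0.05. Of 100 splits of the samples, 9 gave at least 1 such site, so the count of 1 cannot be told apart from a random split. This comparison of counts does not weigh the p-value of the Grik2 site itself.

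At least 3 edited reads, at a level above that of the unedited Htr2c positions, appeared in a sample at 4 positions that the paper does not discuss. The highest levels were 0.803% at a position in Ik (20 of 2491 reads), 1.06% at a position in Pdcd7 (7 of 662), 0.935% at another position in Pdcd7 (11 of 1176) and 0.423% at an intergenic position on chromosome 7 (10 of 2366). At the first Pdcd7 position another sample had 0.478% (88 of 18419 reads, lower bound 0.388%), and at the second another had 0.172% (4 of 2324, lower bound 0.0670%). The Ik and intergenic signals each came from a single sample. The lower bounds of the 95% Wilson intervals of the 4 highest levels were 0.520%, 0.513%, 0.523% and 0.230%, above the 0.0371% reached at the unedited Htr2c positions. Error rates may differ between positions, and whether the unedited Htr2c positions hold an adenosine was not examined. The levels at the 4 positions therefore cannot be told apart from read errors, and no biological explanation was tested.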

How the results depend on the processing

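The permutations within sex over all sites, and within sex or library-number sets between regions, were chosen after seeing the data. No replicate number is shared between groups, and the labels do not show which samples came from the same animal. A paired analysis was therefore not possible, and any pairing of regions by animal was ignored.

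With reads pooled over the samples of a group, 76 sites differed with age in the PFC (50 in the analysis as reported), 1 of all sites differed with stress in F1 AMY (2 as reported), and among the 29 stress-related sites 2 differed in F0 PFC (4), 1 in F0 AMY (0) and 1 in F1 PFC (2). Pooling also gave differences of 2.75 percentage points at Htr2c A in F0 PFC (exact permutation p = 0.147) and -36.5 in F1 PFC (exact permutation p = 0.0801). With an exact permutation test of means, 0 of all sites in F1 AMY (11 with unadjusted p under 0.05 by ranks) and 11 of the 29 sites in F1 AMY (7 as reported) passed. Adjustment over all sites together and FDR 0.05 each gave 0 sites in F1 AMY.

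After adjustment over the 29 sites, 0 remained in F0 PFC (4 unadjusted), 0 in F1 PFC (2), 4 in F1 AMY (7), 2 in F2 PFC (6) and 3 in F2 AMY (5). After adjustment over the 4 Htr2c sites, the differences of 4.10 at A in F0 PFC (adjusted p = 0.0952), -35.8 at A in F1 PFC and -35.4 at B in F1 PFC (adjusted p = 0.0606 for each) were no longer under 0.05 by the exact test.

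Between regions at P60, 3 sites passed when every sample had to be measured, and 3 when the mean level had to reach 1% (0 as reported, with 18 unadjusted). At P0, 12 sites passed with labels permuted within library-number sets (25 as reported). The regional difference in mean editing at P0 was 0.930 percentage points over every site measured in a sample (exact permutation p = 0.0787) and 0.314 for the median over sites (exact permutation p = 0.163), against 1.90 as reported. At P60 it was 0.771 over nonsynonymous sites (exact permutation p = 0.0635), against 1.16. In F2 PFC, 4 of all sites passed with all mapped samples kept, and 4 with all 7 O2-C samples (2 as reported).

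With labels permuted within each sex, 0 of all sites passed in F1 AMY, F2 PFC and F2 AMY (2, 2 and 3 as reported, with 11, 23 and 9 at unadjusted p under 0.05). The arrangements within sex, 42 in F2 AMY, are too few in all 3 comparisons for so few sites to pass the adjustment, so this shows nothing about the effects. Among the 29 sites in F1 AMY, 11 passed within library-number sets. Between oocytes and brain, 89 sites passed without a coverage minimum and 18 with at least 5 samples per group (30 as reported). The cause of these changes was not tested.

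Leaving out each sample in turn gave from 0 to 6 sites over all sites in F1 AMY, from 0 to 4 in F2 PFC, and among the 29 sites from 0 to 1 in F0 AMY, from 0 to 4 in F1 PFC, from 5 to 11 in F1 AMY and from 3 to 5 in F2 PFC. At Htr2c A it gave from 2.55 to 4.70 percentage points in F0 PFC and from -43.0 to -30.7 in F1 PFC, and at Htr2c B from -42.2 to -28.7 in F1 PFC and from -4.38 to 1.39 in F0 PFC, where the direction reversed in 1 fit. The exact p-value rose above 0.05 in 7 of the 11 fits at A and in 7 of 11 at B in F1 PFC (highest 0.0667), and in 2 of 11 at A in F0 PFC (highest 0.0524). At Htr2c C, with age in the AMY, the range was from -1.51 to 0.365 (reversed in 1 of 10 fits), and at Htr2c D, between regions at P0, from -2.62 to 7.36 (reversed in 3 of 14). The F2 differences at Htr2c A and B kept their direction and an exact p-value under 0.05 in all 13 fits in each region.

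Over the results of the comparisons, 282 of 326 values with a sample left out and 210 of 243 under other alternatives kept their direction and side of the threshold, or stayed within 1.5 times the reported count. For single named sites these numbers were 485 of 548 (59 weaker, 4 reversed) and 485 of 519 (33 weaker, 1 stronger). Depth limits the oocyte results: the median site had 16.5 reads in control and 12 in PRS oocytes.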

Differences from the paper's values

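In oocytes, 36 sites could be tested for an effect of stress, against the paper's 16. With at least 4 samples per group the number was 18, within the range of the paper's value. It was 36 with R's default test and with a permutation test of means, 29 with at least 200 reads and 142 with no coverage minimum, and these alternatives set before the data were examined did not close the gap.

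Gria4 L editing in O2-PRS AMY was 0.15%, against the paper's 0.236% in Table S8, and none of the alternatives set before the data were examined closed the gap. For the Cadps site of Table S8, the values here were 26.4% in control and 27.8% in PRS adult PFC against the paper's 2.04% and 1.98%, 20.5% in O1-C and 18.8% in O1-PRS PFC against the paper's 1.3% and 1.86%, and 21.8% in O1-C and 17.3% in O1-PRS AMY against the paper's 0.36% and 0.256%. In F2 they were 17.2% in O2-C and 18.2% in O2-PRS PFC against the paper's 2.48% and 2.67%, and 16.8% in O2-C and 18.4% in O2-PRS AMY against the paper's 2.375% and 2.27%. None of the alternatives set before the data were examined closed the gap at this site in any of these groups. The other Cadps site among the 146 had 2.04%, 1.98%, 1.3%, 2.48% and 2.67% in control, PRS, O1-C, O2-C and O2-PRS PFC. Smaller gaps also occur in Table S8. Of its 29 means, 7 matched to rounding in O1-PRS PFC, 4 in O1-PRS AMY, 12 in O2-C AMY, 5 in O2-PRS AMY and 23 in adult control AMY, against 28 in each other group. At most of the 29 sites, at least 1 of the 2 means behind the stress comparisons of F1 and of F2 AMY therefore differs from the paper's. For O1-PRS in both regions and O2-PRS in the AMY, Fig. 5 of the paper lists more samples than were available here. For O2-C in the AMY it lists fewer. Its numbers also differ for O1-C in both regions and O2-PRS in the PFC, where 28 means matched, so they do not settle the gaps.

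The F values of Table S9 differed by a factor of more than 1.5 at 4 of 44 sites. For Hip1, F was 0.0405 against the paper's 0.40; with no coverage minimum it was 0.361, within the range of the paper's value, and with at least 200 reads 0.0159, which was not. For the Mad2l1 site at 96385687, F was 2.50 against the paper's 27.46, and for the Mad2l1 site at 96385781 it was 27.5 against the paper's 5.53; none of the alternatives set before the data were examined closed the gap at these sites. The F of 27.5 at 96385781, with 2 and 32 degrees of freedom, equals the value and degrees of freedom that the paper gives for 96385687. For the Psma3 site at 93111227, F was 4.02 against the paper's 2.48. With at least 200 reads it was 1.96, within the range of the paper's value, and with no coverage minimum 0.844, which was not. The paper's F has 1 and 14 degrees of freedom at this site and 1 and 21 at 96385781. The F values here have 2 and 22, and 2 and 32, so at these 2 sites they are not directly comparable with the paper's.

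Some of the paper's statements also differ from the values here. The paper reports a site with lower editing in adult than in neonatal PFC among the significant ones; here all 50 were higher. The paper describes the stress effects at the 29 sites in adult PFC as corrected for multiple tests; here 4 sites had an exact p-value under 0.05 and 0 passed adjustment over the 29 sites. It names sites A and B as increased in F2 AMY; here C and D also had exact p-values under 0.05 (0.0309 and 0.00117, with rises of 8.22 and 16.1 percentage points). It places the biggest changes with age in glutamate and GABA receptor genes; here the 4 largest in the AMY among significant sites without overlap between the ages were Gabra3, Flna, Gria4 R/G and Mpeg1, with rises of 28.4 and 26.7 percentage points at Flna and Mpeg1. In the PFC the 3 largest of this kind were Gria4 R/G, Gabra3 and Gria3 R/G, in line with the paper. It describes an effect of stress at site B in each generation; here B editing in the directly stressed adults was 84.0% in control and 81.6% in PRS PFC (exact p = 1), and 79.4% and 77.1% in the AMY (exact p = 0.149).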

Other observations

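The tests of reads and of starting molecules, in neonatal PFC and in oocytes, and of the split of the age effect by region were chosen only after the results were seen.

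The count of significant sites was compared with 100 splits of the same samples into groups of the same sizes, the real split included. As many sites as in the real comparison were found in 1 split for age in the PFC, 1 for age in the AMY, 1 for regions at P0 and 1 for oocytes against brain. For all sites and stress, it was 4 splits in F1 AMY, 6 in F2 PFC and 3 in F2 AMY. Where the real count was 0, all 100 splits gave as many: regions at P60 (18 sites with unadjusted p under 0.05), F0 PFC (6), F0 AMY (3), F1 PFC (10) and oocytes (0). For the 29 stress-related sites, it was 4 splits in F0 PFC, 100 in F0 AMY, 21 in F1 PFC, 1 in F1 AMY, 5 in F2 PFC and 6 in F2 AMY. The counts in F1 PFC, and those in F2 PFC and F2 AMY at 5 or 6 of 100, therefore cannot be told apart from random splits, although the differences at single Htr2c sites in F2 have their own exact tests. Splits by sex gave 5 of the 29 sites in F2 AMY, as many as the real split, and splits by sex or library-number set gave 4 in F1 PFC against 2, so that sex, library-number set and condition cannot be told apart in these counts.

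Htr2c A editing varied widely between neonatal PFC samples, and 6 technical explanations were weighed in 25 samples of 4 groups. The SD between samples was at least 19.1 times that expected from the reads, so counting error does not account for it. Within groups, Htr2c A editing had r = -0.0282 (permutation p = 0.889) with mean editing over the other nonsynonymous sites, taken over the 4 groups together. In the single groups r was 0.864 in O1-C, -0.196 in O1-PRS, -0.345 in O2-C and -0.609 in O2-PRS, so sample-wide editing is not a common explanation of the spread but cannot be excluded in O1-C. RNA from cells with much Htr2c and little editing, such as choroid plexus, could lower editing. The Htr2c amplicon would then take a larger share of the reads where editing is low. The r with this share was 0.0930 (permutation p = 0.704), but amplification in PCR pools may hide the share, so this cannot decide. The paper measured a choroid plexus marker in O1-C and O1-PRS samples. It reports low expression, no significant correlation with A or B editing and no difference between these groups. For F2 samples and for other such cells, the explanation remains open. The r with reads at the site was 0.198 (permutation p = 0.508), and that of the distance from the group mean with reads 0.185 (permutation p = 0.506), so less RNA or few starting Htr2c molecules also remain open. Females and males did not differ across the 4 groups (exact p = 0.615), but the O1-C group did not overlap by sex, and sex or library-number set cannot be excluded. The spread cannot be told apart from the explanations left open here.

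In oocytes, single samples had levels near 0 or near 100% at sites edited at intermediate levels in brain. Few starting molecules per sample may explain this. The spread between oocyte samples corresponds to a median of 7.46 independent molecules over 29 sites, against 57.9 in brain. This number of molecules was lower in oocytes than in brain at 19 of the 29 sites. It is derived from the spread itself, so it restates the spread and cannot test the explanation. The ratio of the SD between samples to that expected from the reads was 6.42 in oocytes and 7.12 in brain, which does not separate the explanations. Differences between animals were not tested as a biological explanation.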
